# Targeted deletion of von-Hippel-Lindau in the proximal tubule conditions the kidney against early diabetic kidney disease

**DOI:** 10.1038/s41419-023-06074-7

**Published:** 2023-08-26

**Authors:** Madlen Kunke, Hannah Knöfler, Eileen Dahlke, Luis Zanon Rodriguez, Martina Böttner, Alexey Larionov, Makhabbat Saudenova, Gerrit M. Ohrenschall, Magdalena Westermann, Stefan Porubsky, Joana P. Bernardes, Robert Häsler, Jean-Luc Magnin, Hermann Koepsell, François Jouret, Franziska Theilig

**Keywords:** Kidney, Nephrons

## Abstract

Diabetic kidney disease (DKD) is the leading cause of end-stage renal disease. Glomerular hyperfiltration and albuminuria subject the proximal tubule (PT) to a subsequent elevation of workload, growth, and hypoxia. Hypoxia plays an ambiguous role in the development and progression of DKD and shall be clarified in our study. PT-von-Hippel-Lindau (*Vhl*)-deleted mouse model in combination with streptozotocin (STZ)-induced type I diabetes mellitus (DM) was phenotyped. In contrary to PT-*Vhl*-deleted STZ-induced type 1 DM mice, proteinuria and glomerular hyperfiltration occurred in diabetic control mice the latter due to higher nitric oxide synthase 1 and sodium and glucose transporter expression. PT *Vhl* deletion and DKD share common alterations in gene expression profiles, including glomerular and tubular morphology, and tubular transport and metabolism. Compared to diabetic control mice, the most significantly altered in PT *Vhl*-deleted STZ-induced type 1 DM mice were *Ldc-1*, regulating cellular oxygen consumption rate, and *Zbtb16*, inhibiting autophagy. Alignment of altered genes in heat maps uncovered that *Vhl* deletion prior to STZ-induced DM preconditioned the kidney against DKD. HIF-1α stabilization leading to histone modification and chromatin remodeling resets most genes altered upon DKD towards the control level. These data demonstrate that PT HIF-1α stabilization is a hallmark of early DKD and that targeting hypoxia prior to the onset of type 1 DM normalizes renal cell homeostasis and prevents DKD development.

## Introduction

The incidence of diabetes mellitus (DM) and its complications, including diabetic kidney disease (DKD), increases worldwide. DKD has been traditionally viewed as a microvascular disorder clustered with retinopathy and neuropathy. Currently, it is widely accepted that tissue-specific manifestation results from the same pathogenic glucose-driven process that occurs at susceptible sites in the body [1]. One-third of patients with DM develop DKD whereas almost all patients develop some degree of retinopathy, suggesting additional risk factors beyond hyperglycemia. Among them, hemodynamic factors, activation of the renin-angiotensin-aldosterone system (RAAS), oxidative stress, and hypoxia have been implicated in DKD [1]. DKD progresses in defined stages and is the major cause of end-stage renal disease (ESRD). The pathogenesis of DKD has been mostly characterized by glomerular pathological changes [2]. A “tubule-centric” view has progressively arisen [3] since the diabetic proximal tubule (PT) shows morphological and metabolic alterations before the onset of glomerular alterations and might therefore be the primary pathological event in DKD [3, 4].

The PT is adjacent to the glomerulus and is immediately exposed to the ultrafiltrate containing extensive amounts of key body components. Adapted to the body’s needs, the PT physiologically reabsorbs nutrients, small proteins, electrolytes, and trace elements. Equipped with a great membrane surface for transepithelial transport and abundant mitochondria, the PT is the most metabolically active part of the kidney. In DKD, the PT is exposed to nutrient overload due to glomerular hyperfiltration. Inhibitors of PT Na^+^-glucose uptake (gliflozins) have recently revolutionized the treatment of DKD by slowing down the decline in kidney function and the progression to ESRD [5–8]. The precise molecular mechanism underlying renal-protective effects of sodium-glucose co-transporter 2 (SGLT2) inhibition is not completely understood but most probably involves hemodynamic effects [9], and the attenuation of hypoxia and inflammation [6, 10].

Renal hypoxia is frequently observed in DKD [11]. The most important known cellular oxygen-sensing machinery is hypoxia-inducible factors (HIF) α and β, creating a functional complex for the initiation of the transcription of hypoxia-related genes [12]. HIF-1α is stabilized upon hypoxic conditions but rapidly degraded upon normoxia via proline hydroxylation by prolyl hydroxylase domain enzymes and polyubiqutination by an E3 ubiquitin ligase composed of von-Hippel-Lindau protein (pVHL)-Elongin BC-CUL2 complex. The requirement of several enzymes and cofactors for HIF degradation makes it possible to stabilize HIF in normoxic conditions with inhibition or decrease of any of the degradation components.

To test the hypothesis that PT hypoxia contributes to DKD, we used mice with *Vhl* deletion upon Cre recombinase expression under the control of the SGLT2 promoter to study the effects of pVHL-mediated HIF-1α stabilization mimicking PT hypoxia in DKD. Employing transcriptomics, biochemical assessments of membrane transporters and signaling proteins, and morphological approaches, we conducted a comprehensive study to better understand the role of PT hypoxia in the early stages of DKD.

## Results

### Genetic proximal tubular *Vhl* deletion prevents diabetic glomerular hyperfiltration and proteinuria

To examine the effects of PT hypoxia reflected as VHL-mediated HIF-1α stabilization in conditions of type 1 diabetes mellitus, we generated mice with deletion of *Vhl* in the early PT S1/2 segments by cross-breeding *Vhl*^flox^ mice, termed control (con), with *Sglt2*^cre^ mice, termed VHL^∆PT^. Diabetes was induced in control and VHL^ΔPT^ mice by administration of STZ, termed con/STZ and VHL^ΔPT^/STZ. Mice were monitored for 10 weeks post STZ treatment (Fig. 1A). Determining the degree of *Vhl* knockout by quantifying the *Vhl*-Exon 1-derived mRNA expression in SGLT2-positive PT cells revealed a 44.5 ± 5.2% and a 47.3 ± 9.6% deletion of *Vhl* in S1/2 segments in VHL^ΔPT^ and VHL^∆PT^/STZ, respectively (Fig. 1B). Cilia length of PT cells remained normal upon PT *Vhl* deletion (Fig. 1C, Supplemental Fig. 1A). HIF-1α, targeted by VHL ubiquitination for proteasomal degradation, was found to be strongly increased in VHL^ΔPT^ and in con/STZ compared to controls (Fig. 1D). HIF-1α was significantly reduced in VHL^ΔPT^/STZ compared to VHL^ΔPT^. HIF-1α downstream targets such as VEGF and GLUT1 were observed in the proximal tubule in a mosaic-dependent fashion in VHL^ΔPT^ and VHL^ΔPT^/STZ and total protein abundance changed according to nuclear HIF-1α expression level (Supplemental Fig. 1B, C). Renal function was assessed. Plasma analysis of mice 10 weeks after STZ treatment revealed significantly higher blood glucose levels in both diabetic groups to a similar extent (Fig. 1E). The GFR in conscious mice 10 weeks after STZ treatment, revealed an augmented GFR in con/STZ, which is consistent with glomerular hyperfiltration, an early clinical hallmark in DM (Fig. 1F). By contrast, VHL^ΔPT^/STZ mice did not show glomerular hyperfiltration. Analysis of samples revealed significantly higher protein excretion in 24-h urine collections at 10 weeks after STZ treatment and increased proximal tubular albumin uptake in con/STZ (Fig. 1G, H). In addition, greater urinary flow rate, urinary glucose, and phosphate excretion (Supplemental Fig. 1D) were increased upon STZ treatment compared to the respective controls. Urinary sodium excretion was increased only in VHL^ΔPT^/STZ compared to VHL^ΔPT^. To evaluate kidney morphology, PAS-stained sections were analyzed for glomerular and tubulointerstitial injury (Supplemental Fig. 1E–G). In VHL^ΔPT^ and VHL^ΔPT^/STZ, only little glomerular alterations and no tubulointerstitial injury were identified. In con/STZ, high glomerular and tubular injury was observed.

**Fig. 1:**
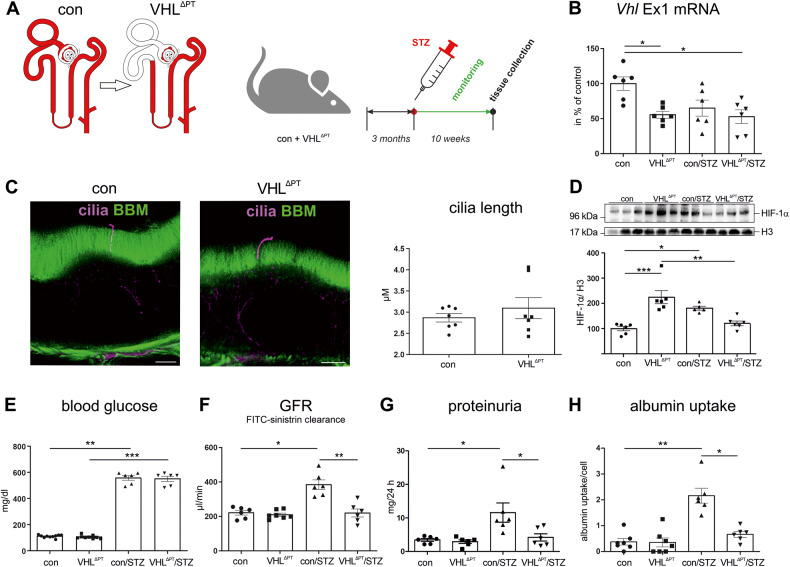
Deletion of *Vhl* expression in early proximal tubule segments (S1/2) and renal function after induction of type 1 diabetes mellitus. **A** Scheme illustrating deletion of the von-Hippel-Lindau (*Vhl*) gene under the sodium-glucose co-transporter 2 (*Sglt2*) promoter in S1 and S2 segments of the proximal tubule and time-line of the experiment. **B** Semi-quantitative analysis of *Vhl* mRNA expression derived from Exon 1 in S1/2 segments of control, VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ. Arithmetic means ± SEM of *n* = 6 per group; *P < 0.05. **C** STED images of cilia from proximal tubules obtained from control and VHL^ΔPT^ and morphometric analysis of cilia length. BBM, brush border membrane. Arithmetic means ± SEM of *n* = 7 per group. Scale bar = 2 µm. Nonparametric Mann–Whitney-*U*-test. **D** Western blot of renal nuclear HIF-1α abundance and densitometric evaluation of control, VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ with histone H3 as reference. Arithmetic means ± SEM of *n* = 5–6 per group; *P < 0.05, **P < 0.01, ***P < 0.001. **E**–**H** Renal function data: blood glucose (**E**), glomerular filtration rate (GFR) determined by FITC-sinistrin plasma kinetic measurements (**F**), proteinuria of 24 h urine collection (**G**), and proximal tubular albumin uptake (**H**) of control, VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ. Arithmetic means ± SEM of *n* = 6–7 per group; *P < 0.05, **P < 0.01, ***P < 0.001. **B**–**G** Each point represents an individual mouse. **B**, **D**, **E**–**G** Nonparametric Kruskal–Wallis with Dunn’s post-test.

### Differentially altered expression of tubular sodium and glucose transporters and NOS1 upon genetic proximal tubular *Vhl* deletion and after STZ-induced type 1 diabetes

To study the proteins classically involved in the DM-associated glomerular hyperfiltration and higher solute excretion, the expression of PT and thick ascending limb (TAL) sodium and glucose transporters and nitric oxide synthase 1 (NOS1) were determined by immunohistochemistry and western blot analyses (Fig. 2). Sodium-glucose co-transporter 2 (SGLT2), expressed in S1 and S2 segments, remained unaltered. The glucose transporter-1 (GLUT1) expressed most prominently in the basolateral membrane of distal tubules and connecting tubules/ collecting ducts in controls demonstrated additional expression in PT in VHL^ΔPT^ and to a lesser extent VHL^ΔPT^/STZ (Supplemental Fig. 1C) which is in agreement with being a downstream target of HIF-1α, whereas total protein GLUT1 protein was higher in con/STZ. NHE3, localized apically to the PT and TAL, were higher in con/STZ. Levels of NKCC2 expressed apically in TAL were significantly higher in con/STZ (Supplemental Fig. 2A, B). Thus, the higher expression of sodium transporters in con/STZ support the tubule-centered model where low sodium concentrations in the filtrate eventually reach the macula densa, thereby leading to a decline in the tubuloglomerular feedback (TGF) mechanism and subsequent glomerular hyperfiltration. This pathological circuit was not observed in VHL^ΔPT^/STZ. Increased NOS1 expression and activity in diabetic mice and humans have been demonstrated to control the GFR in DKD. We, therefore, tested NOS1 expression in our experimental groups. NOS1, specifically expressed in the macula densa cells of the distal tubule, was significantly higher in con/STZ compared to control and VHL^ΔPT^/STZ and may also account for the glomerular hyperfiltration found only in con/STZ (Fig. 2).

**Fig. 2:**
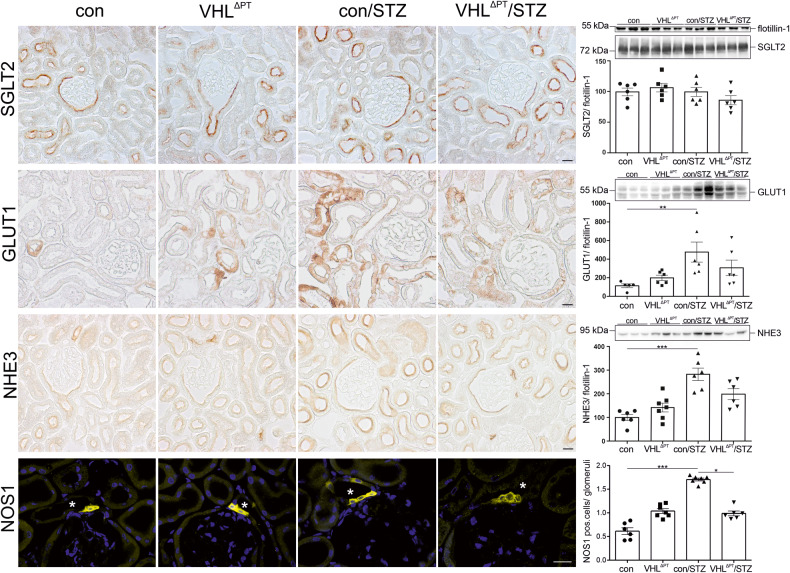
Sodium and glucose transporter of the proximal and distal tubule and nitric oxide synthase 1. (Left) Representative images of immunohistochemical staining of sodium-glucose co-transporter 2 (SGLT2), glucose transporter-1 (GLUT1), sodium hydrogen exchanger-3 (NHE3), and nitric oxide synthase 1 (NOS1) obtained from control, VHL^ΔPT^, con/STZ and VHL^ΔPT^/STZ. Asterisks indicate macula densa cells located in the pars recta of the distal tubule. Scale bar = 20 µm. (Right) Representative blots and densitometrical evaluation of western blots of SGLT2, GLUT1, NHE3, and semi-quantitative evaluation of NOS1 obtained from control, VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ. Flotillin-1 was used as a blot reference. Arithmetic means ± SEM of *n* = 5–7 per group; *P < 0.05, **P < 0.01, ***P < 0.001. (Right) Each band/point represents an individual mouse. Nonparametric Kruskal–Wallis with Dunn’s post test.

### *Vhl* deletion induces similar alterations as in STZ-induced diabetes and preconditions against STZ-induced DKD

RNA sequencing of kidney samples from all experimental groups was performed (Supplemental Table 1). 

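Cortex RNA was sequenced as poly(A)-selected libraries, each made from pooled RNA of 2 male mice. The control group (con) had 3 libraries from 6 mice, and VHL ΔPT (Vhl deleted in the proximal tubule by Cre recombinase under the Sglt2 promoter), con/STZ (streptozotocin, 100 mg/kg on 2 days) and VHL ΔPT/STZ had 2 libraries from 4 mice each. Tissue was taken 10 weeks after STZ. Vhl (ENSMUSG00000033933, chromosome 6 from 113623959 to 113631633, GRCm38) had normalized counts of 555, 522 and 528 in the con libraries, 434 and 469.8 in VHL ΔPT, 501 and 527 in con/STZ, and 516 and 516.5 in VHL ΔPT/STZ. The log2 change against con was -0.24 (standard error 0.09, adjusted p = 0.145) in VHL ΔPT, -0.06 (standard error 0.09, adjusted p = 0.674) in con/STZ and -0.05 (standard error 0.09, adjusted p = 0.770) in VHL ΔPT/STZ. These values count every exon of Vhl over all cells of the cortex, whereas Fig. 1B gives exon 1 in proximal tubule cells. The authors aligned the reads to GRCm38 with STAR 2.5.2b, counted them per gene with featureCounts 1.5.2 and StringTie 1.3.3b, and deposited quantile normalized gene counts. Every library therefore has nearly the same total, from 21951722 to 21952234, and the read depth of each library is unknown. From there, log2(normalized count + 1) of the 14437 genes with a mean of at least 10 was fitted with limma 3.58.1 as 4 group means over the 9 libraries. The p-values are two-sided and adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 1.5. A member of a gene list passed at an adjusted p under 0.05 alone. Except where stated, lists, tests, thresholds and the rule for named genes were chosen before the data were examined, although part of Supplemental Table 1 had been seen. With simulated changes of 2-fold, 59.7% of the changed genes were called in VHL ΔPT and 46.3% in con/STZ, against 11.9% and 13.4% with 1.5-fold changes. A 1.5-fold change lies at the threshold itself, which holds its rate down. The simulated genes varied independently and held no length trend.

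The libraries differed in how the values varied with gene length (merged exon bases). Across genes, the correlation of log10 length with the difference of each library from the mean of all libraries was -0.26, -0.19 and -0.455 in con, 0.212 and 0.188 in VHL ΔPT, 0.257 and 0.269 in con/STZ, and 0.184 and -0.057 in VHL ΔPT/STZ. The median length of the genes tested was 4307 bases. In VHL ΔPT the genes called higher had a median length of 10660 bases and those called lower 1826, and in con/STZ these were 8042 and 2476. Genes are not independent replicates, so no p is given. Xist, the transcript of the inactive X chromosome, had a normalized count of 3205 in con/STZ 2 and of 0 to 6.22 in the other 8 libraries. The Y-linked genes Ddx3y and Kdm5d were at 498 and 208 in con/STZ 2, at 1005 and 459 in con/STZ 1, and at 480 to 637 and 250 to 277 in con. Eif2s3y and Uty were at 497 and 298 in con/STZ 2, at 1211 and 586 in con/STZ 1, and at 726 to 1254 and 340 to 384 in con. The first principal component held 39.3% of the variance and placed con between -36.3 and -26.4, VHL ΔPT at -19.2 and -6.61, con/STZ at 40.7 and 41.5, and VHL ΔPT/STZ at 4.14 and 33.5.

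**Figure D1:**
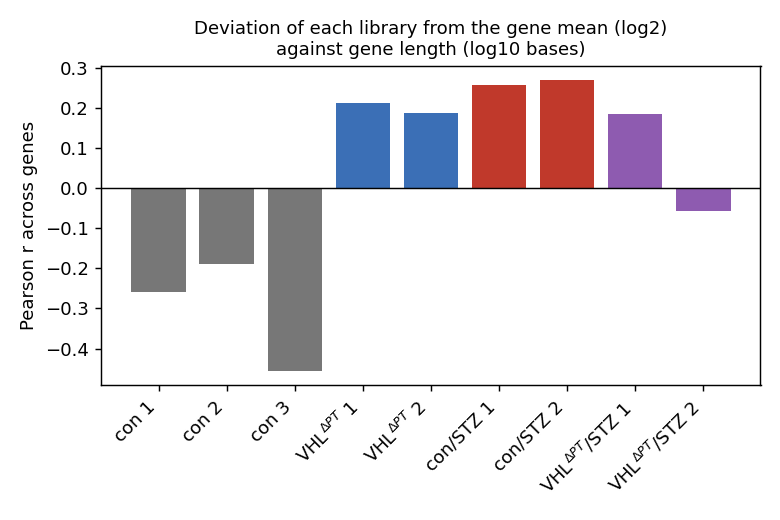
Correlation across genes of log10 gene length with each library's difference from the mean of all libraries (y axis, no unit), 1 bar per library (x axis), colored by group. The con libraries lie between -0.455 and -0.19, and the VHL ΔPT and con/STZ libraries between 0.188 and 0.269.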

To see the impact of *Vhl* deletion—and subsequent HIF-1α stabilization—on the development of DKD, we analyzed the gene expression profiles of the commonly regulated genes of VHL^ΔPT^ & con/STZ & VHL^ΔPT^/STZ mice: ~30% of altered RNA from con/STZ are related to HIF-1α stabilization (overlap of circles, Fig. 3A). 

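Genes that were higher in VHL ΔPT, in con/STZ and over the 3 groups included Lcor, which encodes a corepressor of nuclear receptors, Hipk2, a kinase of the p53 pathway, and Lmbrd2. Lcor (ENSMUSG00000025019, chromosome 19 from 41482637 to 41562261) had a normalized count of 36.8 ± 12.5 (SD, n = 3) in con, 160.3 ± 13.2 (SD, n = 2) in VHL ΔPT and 239.9 ± 5.97 (SD, n = 2) in con/STZ. Its log2 change was 2.14 (standard error 0.31, adjusted p = 0.0329) in VHL ΔPT and 2.72 (standard error 0.31, adjusted p = 0.00215) in con/STZ. Hipk2 rose by 1.93 and 2.30 and Lmbrd2 by 1.90 and 1.91 on the log2 scale. Among the lower genes, Smoc1, which encodes a secreted matrix protein, fell by 1.03 in both groups, and Rgcc, a regulator of the cell cycle, fell by 0.93 in VHL ΔPT and by 0.66 in con/STZ.

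In VHL ΔPT, 280 genes were called (240 higher, 40 lower), in con/STZ 2261, and over VHL ΔPT, con/STZ and VHL ΔPT/STZ together against con 792 (limma). Both con/STZ libraries are part of that last group. Of the 2261 genes called in con/STZ, 741 (32.77%) were called in at least 1 of the other comparisons, 223 of them in all 3. Higher genes shared by VHL ΔPT and con/STZ numbered 219, where independent lists would share 21.1, and lower genes numbered 20, where independent lists would share 2.75. Both comparisons use the same con libraries. With gene length taken out of the values, limma called 0 genes in VHL ΔPT (2524 at an unadjusted p under 0.05) and the share was 14.96%. The share was 5.96% without con 3 and 19.11% without con 3, con/STZ 2 and VHL ΔPT/STZ 2, which was chosen after seeing the data. With the replicate numbers taken as blocks, the VHL ΔPT calls and the share were 0. With all libraries the smallest adjusted p in VHL ΔPT was 0.0329 (limma), so every call lay near the threshold and can end with little change in size. Leaving out a con/STZ library does not move the log2 changes of VHL ΔPT, only the spread estimated for them. The VHL ΔPT calls also ended without con 1, con 3, either VHL ΔPT library or either con/STZ library. They numbered 464 without con 2, where Smoc1 did not pass (adjusted p = 0.0655), 430 without VHL ΔPT/STZ 1 and 429 without VHL ΔPT/STZ 2.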

Of the commonly altered genes from VHL^ΔPT^ & con/STZ & VHL^ΔPT^/STZ mice, we selected those which were published being relevant for glomerular alterations including podocyte function, glomerular basement membrane thickening, mesangial protein expression, angio- and vasculogenesis and endocytosis (Fig. 3B). 

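Of the 10 genes of Fig. 3B, the tight junction gene Tjp1 and the endothelial phosphatase gene Ptprb rose in VHL ΔPT/STZ against con, by 0.72 (standard error 0.13, adjusted p = 0.0453) and 0.72 (standard error 0.12, adjusted p = 0.0453) on the log2 scale (limma, n = 2 and 3 libraries). The other 8 did not pass, as with the basement membrane gene Nid2 at 0.61 (adjusted p = 0.0507) and the collagen gene Col4a3 at 0.37 (adjusted p = 0.203). When adjusted over the list alone, 8 were higher and 1 lower. The study chose these genes on the same libraries, so the list is not independent evidence. It chose them in the 3 groups together against con, which is another comparison. A gene that did not pass in a single group is therefore no contradiction of the paper. Their median log2 change against con was 0.78 in VHL ΔPT, 0.88 in con/STZ and 0.60 in VHL ΔPT/STZ (adjusted p = 0.263 with an estimated correlation).

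VHL ΔPT/STZ was also compared with con/STZ directly. Col4a3 stood at -0.48 (adjusted p = 0.744) and Ogt, which encodes the O-GlcNAc transferase, at -0.44 (adjusted p = 0.744). In that comparison 0 of the 10 genes passed over all genes tested and 0 when adjusted over the list alone, with 4 lower at an unadjusted p under 0.05. The genotype and STZ interaction asks whether the STZ change differs between the genotypes, and for 6 of the 10 it was negative at an adjusted p under 0.05, with Itgb8 at -1.73 and Tjp1 at -1.18. None of the 6 passed without con 1, con 3, either VHL ΔPT library or either con/STZ library, or without VHL ΔPT/STZ 2 (adjusted p = 0.056 to 0.153). The median gene length of the list was 8118 bases against 4307 over the genes tested. After removal of the length trend, 0 of the 10 passed in VHL ΔPT/STZ (limma; 8 higher and 1 lower at an unadjusted p under 0.05) and 0 in the interaction (9 lower). Whichever of the 9 libraries was left out, Tjp1 (adjusted p = 0.0554 to 0.0921) and Ptprb (0.0556 to 0.0921) no longer passed in VHL ΔPT/STZ.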

Again, VHL^ΔPT^/STZ mice showed the least changes. In detail, VHL^ΔPT^ and STZ-induced diabetes demonstrated (i) higher *Tjp1* (ZO-1) levels, which is consistent with results obtained from human renal biopsies from patients with early DKD [13]; (ii) higher *Nid2*, *Lamc1*, *Col4a3*, *Col4a5*, which is consistent with thickening of the GBM; (iii) higher *Itgb8* and *Vcl*, which is consistent with mesangial proliferation; (iv) higher *Ptprb* and *Ogt*, which is consistent with increased angiogenesis and; (v) lower *Ctss* levels, as observed in renal biopsies from patients with diabetes [14]. 

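In VHL ΔPT, 7 of these 10 genes rose, and in con/STZ 9 rose and Ctss fell (limma, n = 2 libraries against 3). Tjp1 (ENSMUSG00000030516, chromosome 7 from 65296165 to 65527781), which encodes a scaffold protein of tight junctions, had a normalized count of 694 ± 72.9 (SD, n = 3) in con, 1257 ± 38.6 (SD, n = 2) in VHL ΔPT and 1417 ± 25.0 (SD, n = 2) in con/STZ. Its log2 change was 0.86 (standard error 0.13, adjusted p = 0.0329) in VHL ΔPT and 1.04 (standard error 0.13, adjusted p = 0.00234) in con/STZ. Of the basement membrane genes, Col4a3 (ENSMUSG00000079465, chromosome 1 from 82586921 to 82722059) rose by 0.93 in VHL ΔPT and 0.86 in con/STZ, Col4a5 by 0.74 and 0.86, and Nid2 by 0.61 and 0.87. The laminin gene Lamc1 stood at 0.57 (standard error 0.14, adjusted p = 0.0598) in VHL ΔPT and rose by 0.68 in con/STZ. Itgb8, an integrin gene of mesangial and other cells, rose by 1.24 (standard error 0.18, adjusted p = 0.0329) and 1.34, whereas Vcl, which links integrins to actin, stood at 0.84 (standard error 0.20, adjusted p = 0.0557) in VHL ΔPT and rose by 0.89 in con/STZ. Ptprb rose by 0.73 and 1.01, and Ogt by 0.81 and 1.04. Ctss (ENSMUSG00000038642, chromosome 3 from 95526786 to 95556403), which encodes the lysosomal protease cathepsin S, stood at -0.40 (standard error 0.16, adjusted p = 0.153) in VHL ΔPT and fell by 0.93 in con/STZ.

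Adjusted over the list alone, 9 genes were higher and 1 lower in both groups, which is not independent evidence for a list the study chose. The set test gave adjusted p = 0.242 with an estimated correlation in VHL ΔPT and 0.301 in con/STZ. Ctss, at 1358 bases, is the shortest of these genes. Of 30 genes of cell adhesion and matrix, listed apart from the paper's, 6 rose in VHL ΔPT (18 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation) and 10 in con/STZ (11 higher and 1 lower adjusted over the list alone; 0.526), with a median length of 7718 bases. Hspg2, which encodes the matrix proteoglycan perlecan, rose by 0.81 and 1.03. Once gene length was taken out, 0 of the 10 genes passed in VHL ΔPT (9 higher at an unadjusted p under 0.05; limma) and 10 in con/STZ, with median changes of 0.61 and 0.69. The calls in VHL ΔPT also ended without con 1, con 3, either VHL ΔPT library or either con/STZ library, and that of Nid2 without con 2 (adjusted p = 0.0510). In con/STZ, Vcl (adjusted p = 0.0778) and Col4a3 (0.0598) did not pass without con/STZ 1, nor did Lamc1 (0.0879), Vcl (0.0789) and Col4a3 (0.0519) without con/STZ 2.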

A similar picture was obtained by grouping genes for epithelial function, including cell polarity, stress, transport, metabolism, and endocytosis with the strongest differences in con/STZ. 

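The 15 genes of Fig. 3C all rose in con/STZ, 11 rose in VHL ΔPT and 6 in VHL ΔPT/STZ (limma). In VHL ΔPT/STZ, Nox4, which encodes an NADPH oxidase of the kidney, rose by 0.99 (standard error 0.12, adjusted p = 0.0253), Nfat5, the transcription factor of osmotic stress, by 0.76 and Clock, a core gene of the circadian clock, by 0.70. Slc9a3 stood at 0.69 (adjusted p = 0.137) there and Hif1a at 0.60 (adjusted p = 0.0495). The median change of the 15 genes was 0.72 in VHL ΔPT, 0.96 in con/STZ and 0.67 in VHL ΔPT/STZ. When adjusted over the list alone, all 15 passed in each group, which is not independent evidence for a list the study chose. The paper's choice was made in the 3 groups together against con, another comparison than the single groups here. With an estimated correlation the list gave adjusted p = 0.242 in VHL ΔPT, 0.301 in con/STZ and 0.263 in VHL ΔPT/STZ.

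Against con/STZ, 0 of the 15 genes passed in VHL ΔPT/STZ over all genes tested (limma; 4 lower at an unadjusted p under 0.05) and 1 was lower when adjusted over the list alone. The interaction was negative at an adjusted p under 0.05 for 5 genes, led by Nfat5 at -1.47 and Slc12a1 at -1.42, and for 0 of the 15 without con 1, con 3, either VHL ΔPT library or either con/STZ library (adjusted p = 0.056 to 0.164 for the 5). It was negative for 1 without VHL ΔPT/STZ 2, 8 without con 2 and 11 without VHL ΔPT/STZ 1. After removal of the length trend, 0 passed in VHL ΔPT (11 at an unadjusted p under 0.05; limma), 13 in con/STZ and 0 in VHL ΔPT/STZ (14 at an unadjusted p under 0.05). The VHL ΔPT calls ended without con 1, con 3, either VHL ΔPT library or either con/STZ library, and those of Hif1a (adjusted p = 0.0694), Nox4 (0.0685) and Clock (0.0639) also without con 2. There were 3 calls in VHL ΔPT/STZ without VHL ΔPT/STZ 1 and 0 without any other single library.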

VHL^ΔPT^ and VHL^ΔPT^/STZ mice were less altered (Fig. 3C). 

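Notch1, a receptor that patterns the nephron, stood at 0.74 (standard error 0.20, adjusted p = 0.0714) in VHL ΔPT and rose by 1.11 in con/STZ (limma, n = 2 libraries against 3). Btbd7, which regulates branching of epithelia, stood at 1.08 (standard error 0.25, adjusted p = 0.0532) in VHL ΔPT and rose by 1.15 in con/STZ, and Fryl rose by 0.77 and 0.90. Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530), the oxygen-regulated subunit of HIF-1, had a normalized count of 1276 ± 19.0 (SD, n = 3) in con, 1870.1 ± 316 (SD, n = 2) in VHL ΔPT, 2328 ± 113 (SD, n = 2) in con/STZ and 1946 ± 221 (SD, n = 2) in VHL ΔPT/STZ. The log2 change was 0.54 (standard error 0.12, adjusted p = 0.0488) in VHL ΔPT and 0.87 (standard error 0.12, adjusted p = 0.00300) in con/STZ. Nox4 (ENSMUSG00000030562, chromosome 7 from 87246096 to 87398710) rose by 0.54 in VHL ΔPT and 1.39 (standard error 0.12, adjusted p = 0.00105) in con/STZ. Rictor, a subunit of the kinase complex mTORC2, stood at 0.75 (standard error 0.19, adjusted p = 0.0609) in VHL ΔPT and rose by 0.88 in con/STZ. Of the endocytosis genes, Cltc rose by 0.68 and 0.77 and Eea1 by 0.72 and 0.87. The kinase gene Pik3c2a rose by 1.19 and 1.21, while Pkn2 stood at 0.49 (adjusted p = 0.0550) in VHL ΔPT and rose by 0.83 in con/STZ. Lrp2 and Cubn encode the endocytic receptors megalin and cubilin and were not chosen by the study. They stood at 0.69 (adjusted p = 0.0550) and 0.57 (adjusted p = 0.0673) in VHL ΔPT and rose by 0.74 and 1.05 in con/STZ. The genes of this list had a median length of 11133 bases, against 4307 over the genes tested, and Hif1a has 5896. No con/STZ call of a Fig. 3C gene was lost with gene length taken out, except Btbd7 and Rictor. Without con/STZ 1, the con/STZ calls of Btbd7 (adjusted p = 0.0722), Rictor (0.0969) and Lrp2 (0.0859) were lost, and without con/STZ 2 those of Notch1 (0.0550), Btbd7 (0.0757), Slc9a3 (0.0776) and Lrp2 (0.0726). The VHL ΔPT calls were lost without con 1, con 3, either VHL ΔPT library or either con/STZ library, and those of Hif1a (0.0694) and Nox4 (0.0685) also without con 2.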

In details, we observed higher mRNA levels for *Notch1*, *Btbd7*, *Fryl*, which are important genes for renal development; higher *Hif-1a*, *Nox4*, and *Rictor*, which are hypoxia- and stress-induced genes; increased levels of genes regulating epithelial transport, such as kinases and transporters; and higher levels of genes important for endocytosis such as *Cltc* for clathrin and *Eea1* for early endosomes. These results show that *Vhl* deletion induces changes in gene expression, which are regulated in a similar direction as found in DKD. 

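Of the 240 genes called higher in VHL ΔPT, 219 were also called higher in con/STZ. Zfp871 rose by 2.50 in VHL ΔPT and 2.62 in con/STZ, Lnpep by 1.90 and 1.98, and Atp7a, which encodes a copper transporter, by 1.64 and 2.08 (limma, n = 2 libraries against 3). Fcgr4, an Fc receptor gene of myeloid cells, fell by 1.15 in VHL ΔPT and by 1.00 in con/STZ. Of 76 genes of mitochondrial ribosomal proteins, 4 fell in VHL ΔPT (54 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation) and 46 in con/STZ (62 adjusted over the list alone; adjusted p = 0.501 with an estimated correlation). Their median length was 2394 bases, and with gene length taken out 0 passed in VHL ΔPT (27 lower at an unadjusted p under 0.05; limma) and 21 were lower and 1 higher in con/STZ. Cxcl14, a chemokine gene, stood at 0.86 (adjusted p = 0.0795) in VHL ΔPT and fell by 1.51 in con/STZ, and Sgk1, a kinase gene induced by aldosterone and glucocorticoids, stood at -0.66 (adjusted p = 0.173) and rose by 1.13. Whether these 2 genes differ between VHL ΔPT and con/STZ was not tested. The Sgk1 call did not pass without con/STZ 1 (adjusted p = 0.115) or con/STZ 2 (0.0815). The 46 lower genes of mitochondrial ribosomal proteins in con/STZ were 7 without con/STZ 1 and 10 without con/STZ 2. In VHL ΔPT the 4 were 8 without VHL ΔPT/STZ 1 or VHL ΔPT/STZ 2, and every VHL ΔPT call ended without con 1, con 3, either VHL ΔPT library or either con/STZ library.

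Of the 280 genes called in VHL ΔPT, 277 had a log2 change of the same sign in con/STZ and 239 were also called there, 0 of them with the opposite sign. The shared con libraries favor the same sign. Over all genes tested, 76.7% had the same sign, against 63.3% (SD 0.39 over 20 draws) in simulated unchanged groups. Those groups shared 0 calls, but unchanged groups have few calls to share, so that is no measure for the 239. No simulated value was taken for the sign of called genes. The median change of the 280 genes, in the VHL ΔPT direction, was 0.75 in VHL ΔPT, 0.86 in con/STZ and 0.57 in VHL ΔPT/STZ. Across all 14437 genes tested, the changes in VHL ΔPT and con/STZ had a Pearson correlation of 0.525 and a Spearman correlation of 0.612. Because both share the con libraries, simulated unchanged groups gave 0.404 (SD 0.0184 over 20 draws) and 0.366. The simulated groups held no length trend, which the shared con libraries carry into both changes. With gene length taken out, the observed Pearson correlation came close to the simulated one. For the values as deposited, the covariance was 0.14, against 0.0309 in the simulated groups. Genes are not independent replicates, so no p is given. The change in VHL ΔPT correlated with log10 gene length at 0.465 and that in con/STZ at 0.379 across genes.

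**Figure D2:**
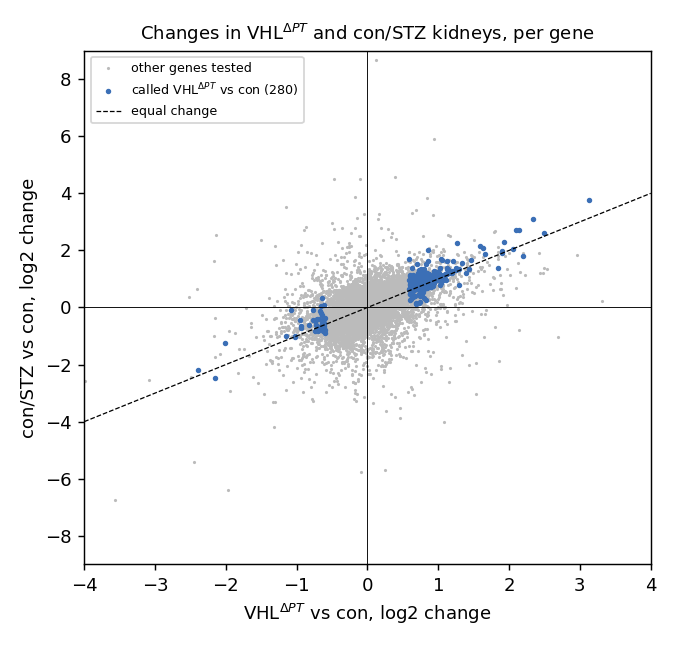
Log2 change of each gene tested in VHL ΔPT against con (x axis) and in con/STZ against con (y axis), with the genes called in VHL ΔPT marked. Of these 280 genes, 277 lie on the same side of 0 on both axes.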

Induction of STZ-mediated type 1 diabetes in VHL^ΔPT^/STZ mice was associated with a milder phenotype of DKD, suggesting that the *Vhl* deletion preconditions the kidney against DKD. 

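Genes of the distal convoluted and connecting tubule were among those that rose in con/STZ. Of 11 such genes, 9 rose in con/STZ (adjusted p = 0.301 with an estimated correlation), 2 in VHL ΔPT (5 higher and 2 lower adjusted over the list alone) and 2 in VHL ΔPT/STZ (7 adjusted over the list alone; adjusted p = 0.263 with an estimated correlation). Slc8a1 (ENSMUSG00000054640, chromosome 17 from 81373105 to 81738377), which encodes the sodium-calcium exchanger, had a normalized count of 310.2 ± 22.7 (SD, n = 3) in con, 753 ± 124 (SD, n = 2) in VHL ΔPT, 1493 ± 149.6 (SD, n = 2) in con/STZ and 888 ± 52.1 (SD, n = 2) in VHL ΔPT/STZ. The kinase gene Wnk1, which regulates salt transport, rose by 0.63, 1.38 and 0.79 in the 3 groups, and Slc5a3, the myo-inositol transporter of osmotic stress, by 0.52, 1.61 and 0.88 (limma). Calb1, Trpm6 and Klhl3 rose in con/STZ by 1.81, 1.41 and 1.88, and stood at 1.09 (adjusted p = 0.0662), 0.77 (adjusted p = 0.0870) and 1.09 (adjusted p = 0.0883) in VHL ΔPT/STZ. Directly against con/STZ, Slc8a1 stood at -0.75 (standard error 0.14, adjusted p = 0.669) and Wnk1 at -0.59 (standard error 0.11, adjusted p = 0.669). The 2 list genes of VHL ΔPT were 0 without con 1, con 3, either VHL ΔPT library or either con/STZ library, and the 2 of VHL ΔPT/STZ were 0 without con 1, 3 without VHL ΔPT/STZ 1 and 1 without any other single library.

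In VHL ΔPT/STZ against con, 146 genes were called (100 higher, 46 lower), 65 of them also among the VHL ΔPT calls. The interaction of genotype and STZ was called for 248 genes, 204 of them negative, among them Slc8a1 at -2.02 (standard error 0.19, adjusted p = 0.0211), Wnk1 at -1.22 and Lcor at -3.00. Those 204 genes had a median length of 11090 bases and the other 44 of 2051. In VHL ΔPT/STZ against con/STZ directly, limma called 1 gene (957 at an unadjusted p under 0.05). With gene length taken out, 2 genes were called in VHL ΔPT/STZ against con and 2 in the interaction. The Slc8a1 call in VHL ΔPT/STZ did not pass without con 1 (adjusted p = 0.0524), and the calls of Wnk1 and Slc5a3 there passed without VHL ΔPT/STZ 1 and, for Slc5a3, VHL ΔPT/STZ 2 (otherwise adjusted p = 0.0524 to 0.0723). Leaving out 1 library at a time gave 1 to 7 calls in VHL ΔPT/STZ against con, except 421 without VHL ΔPT/STZ 1, and 0 to 26 in the interaction, except 447 without con 2 and 706 without VHL ΔPT/STZ 1.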

Related proteins to the genes of Fig. 3B, C, may affect epithelial and glomerular morphology. Therefore, we performed a detailed renal morphology evaluation. Morphometric analyses of glomeruli from semi-thin sections demonstrate that STZ treatment in con/STZ and VHL^ΔPT^/STZ mice caused an increase in glomerular size presented as areas of Bowman capsule and tuft (Fig. 3D and Table 1). Increased glomerular angiogenesis as observed by greater amounts of capillaries per tuft and thickening of glomerular basement membrane (GBM) were found in VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ (Fig. 3D, E and Table 1). Podocyte foot process effacement was observed in con/STZ but not in VHL^ΔPT^/STZ mice (Fig. 3E and Table 1). To study if changes in the PT in addition to glomerular structures occurred, PT profiles of S1 and S2 segments were morphometrically analyzed. An increase in epithelial height and thickening of the tubular basement membrane, both morphological signs of early DKD, augmented in VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ mice (Fig. 3F and Table 1).

**Fig. 3:**
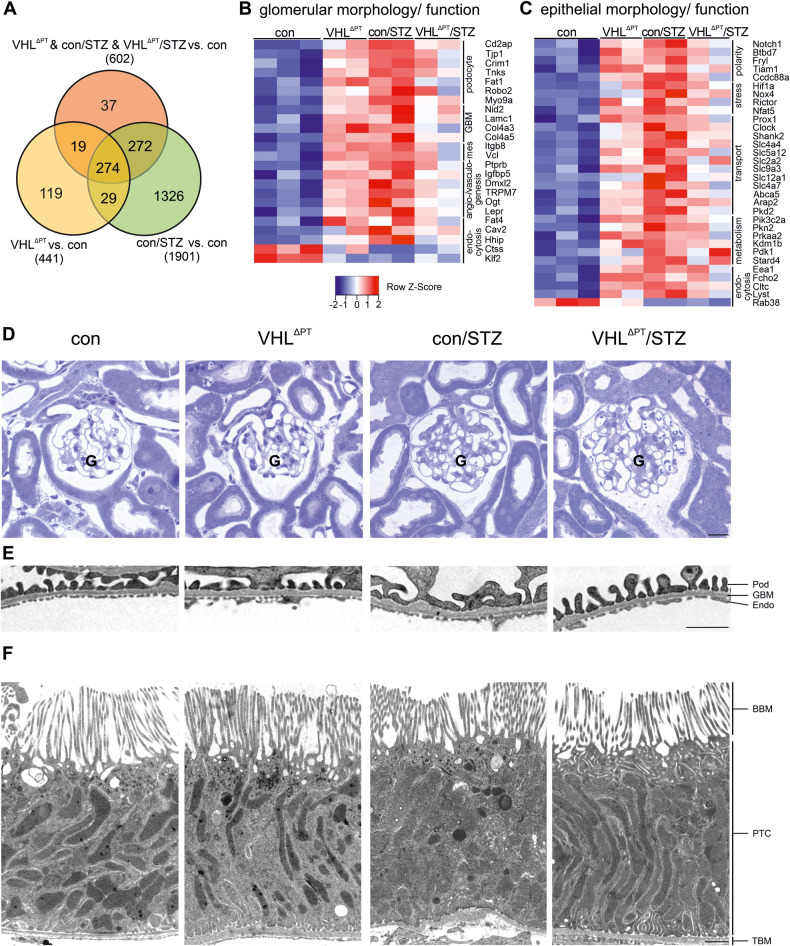
*Vhl* deletion preconditions against STZ-induced DKD development. **A** Venn diagram of the number of genes altered comparing VHL^ΔPT^ vs. control, con/STZ vs. control, and VHL^ΔPT^ + con/STZ + VHL^∆PT^/STZ vs. control based on filter criteria DESeq *P*-values < 0.05, fold-change >1.5. **B** and **C** Heat maps of genes significantly altered in VHL^ΔPT^ & con/STZ & VHL^ΔPT^/STZ vs. control, filter criteria used DESeq *P*-values < 0.05, fold-change > 1.5. **B** Altered genes sorted depending on known glomerular function related to podocyte, basement membrane (GBM), mesangial cells (mes), angio/vasculogenesis, and endocytosis. **C** Altered genes are sorted depending on known tubular function related to cell polarity, cell stress, transport, metabolism, and endocytosis. **D** Light microscopy of semi-thin sections showing representative glomeruli from each group. Glomeruli are marked by a “G”. The number of capillary profiles is higher upon *Vhl* deletion and diabetes induction and augmented glomerular size is visible upon diabetes induction. Scale bar = 20 µm. **E** and **F** Electron microscopy of ultra-thin sections showing representative images of glomerular filtration barrier (**E**) and of proximal tubule cells from S1 segments (**F**). Note, thickening of glomerular basement membrane (GBM) upon *Vhl* deletion and diabetes induction, foot process effacement of podocytes (Pod) only in the con/STZ group, and augmented epithelial height and tubular basement membrane (TBM) height upon *Vhl* deletion and STZ-induced diabetes. Scale bar = 500 nm and 2 µm, respectively. Glomerular endothelial cells (Endo), brush border membrane of proximal tubule cells (BBM), and proximal tubular cell (PTC).

**Table 1:** Morphometric analysis of glomeruli and proximal tubule cells.

	Control	VHL^ΔPT^	con/STZ	VHL^ΔPT^/ STZ
Glomerular morphometry				
Bowman capsule area in µm^2^	5387 ± 70	5588 ± 189	6378 ± 307*	6793 ± 324*
Tuft area in µm^2^	4276 ± 20	4443 ± 134	5332 ± 332**	5635 ± 346*
capillary area/ tuft area	0.41 ± 0.01	0.45 ± 0.01*	0.51 ± 0.04*	0.52 ± 0.04*
GBM thickness in nm	109.2 ± 9.9	133.1 ± 10.8*	136.0 ± 12.6*	143.2 ± 13.1*
Podocyte foot processes per GMB length in n/µm	3.24 ± 0.24	3.19 ± 0.12	2.94 ± 0.15*	3.18 ± 0.19
Tubular morphometry				
Epithelial height in µm	4.7 ± 0.18	5.78 ± 0.84*	5.88 ± 0.85*	5.65 ± 0.58*
Basement membrane height in nm	80.4 ± 13.5	125.8 ± 16.3*	115.2 ± 35.4	124.8 ± 9.4*
Microvilli length in µm	1.6 ± 0.26	1.5 ± 0.18	1.4 ± 0.14	1.4 ± 0.13
Invagination/surface in n/µm	23.6 ± 4.1	24.2 ± 3.7	28.6 ± 2.2	29.4 ± 6.5

Quantitative analysis of light and electron microscopy of areas from Bowman´s capsule and tuft, capillary per tuft, and glomerular basement membrane (GBM) thickness, podocyte foot processes per GBM length, proximal tubule S1/2 epithelial height, tubular basement membrane thickness, microvilli length and the number of invaginations per cell surface. Arithmetic means ± SEM of *n* = 6 per group.

*P < 0.05, **P < 0.01.

### Dysbalanced VEGF expression and glomerular VEGF backflow

Altered VEGF levels were suggested to be associated with glomerular growth and morphologic changes typical of glomerular DKD [15, 16]. Therefore, we determined glomerular VEGF expression level and VEGF backflow in our mouse model and in biopsies of human kidneys with various degrees of DKD. In mice, no significant difference in mean glomerular VEGF fluorescence intensity was observed (Supplemental Fig. 3A). Mean glomerular VEGF fluorescence intensity of biopsies from DKD kidneys with various degrees demonstrated reduced VEGF expression in severe DM (Supplemental Fig. 3B). Reduced VEGF backflow presented as increased number of plasmalemma vesicles-associated protein-1 (PV-1) positive capillaries with diaphragmed endothelial fenestrae was found in con/STZ and in mild and moderate DM (Fig. 4A, B). To gain mechanistic insight into the reduced VEGF expression level in severe DM, we cultured podocytes for 6 and 24 h in hypoxia and high-glucose conditions. Whereas no alteration was observed after 6 h, a significant decline in *Vegf* mRNA expression was encountered after 24 h (Supplemental Fig. 3C). In comparison, mpkCCD_c14_ cells (cortical collecting duct cells) showed strongly increased *Vegf* mRNA abundance (Supplemental Fig. 3D).

**Fig. 4:**
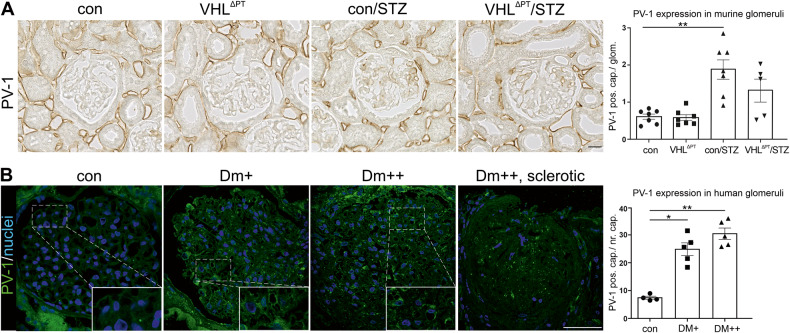
Reduced glomerular VEGF backflow. **A** and **B** Representative images and semi-quantitative analysis of PV-1 positive capillaries per glomeruli of control, VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ (**A**) and from human biopsies of patients with interstitial nephritis (control), mild DM (DM + ), moderate DM (DM++) and severe DM (DM + ++). **B**. As control biopsies taken from patients with interstitial nephritis were used. Arithmetic means ± SEM of *n* = 4–7 per group; *P < 0.05, **P < 0.01. Scale bar = 20 µm (**A**) and scale bar = 50 µm (**B**). **A** and **B** Each point represents an individual mouse or patient. Nonparametric Kruskal–Wallis with Dunn’s post-test.

### *Vhl* deletion augments or reduces gene expression known to result in an amelioration of DKD

We aimed to identify the genes differentially expressed by *Vhl* deletion, which may participate in the protection against DKD. Among the most increased genes in VHL^ΔPT^ compared to control mice from RNAseq data, we identified *Skil*, *Cxcl14*, *Prox1*, *Irs2*, *Nr3c1*, *Kl*, *Zbtb20*, *Tfpi2,* and *Pfkp* which were presented earlier to improve DKD and reduced expression for *Bmp4*, which was associated with oxidative stress, inflammation and endothelial dysfunction (Supplemental Fig. 4A). 

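Bmp4 (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669), a growth factor gene, had a normalized count of 1343 ± 152 (SD, n = 3) in con and 883 ± 64.7 (SD, n = 2) in VHL ΔPT, and it fell by 0.60 on the log2 scale (standard error 0.11, adjusted p = 0.0372, limma). The 9 genes named as increased did not pass the test in VHL ΔPT. Skil (ENSMUSG00000027660, chromosome 3 from 31095058 to 31122577), which encodes a repressor of TGF-β signaling, had a normalized count of 420.0 ± 50.8 (SD, n = 3) in con and 723 ± 54.3 (SD, n = 2) in VHL ΔPT, a log2 change of 0.79 (standard error 0.17, adjusted p = 0.0501). The transcription factor gene Prox1 stood at 1.06 (standard error 0.25, adjusted p = 0.0558), Zbtb20 at 1.00 (standard error 0.26, adjusted p = 0.0652), Irs2, which encodes an adaptor of the insulin receptor, at 0.82 (standard error 0.31, adjusted p = 0.141), Tfpi2 at 0.67 (adjusted p = 0.0893) and Pfkp, which encodes a phosphofructokinase of glycolysis, at 0.66 (adjusted p = 0.145). Adjusted over the list alone, all 9 were higher and Bmp4 lower, which is not independent evidence for a list the study chose (adjusted p = 0.242 with an estimated correlation). Among the 14437 genes ranked by rise, Prox1 stood at rank 205, Zbtb20 at 251, Cxcl14 at 393, Irs2 at 457, Skil at 509, Tfpi2 at 782, Pfkp at 807, Nr3c1 at 1110 and Kl at 1377. The median length of the list was 8037 bases. With gene length taken out, 0 of the 10 passed (5 higher and 1 lower at an unadjusted p under 0.05; limma). Bmp4 no longer passed without con 1, con 3, either VHL ΔPT library or either con/STZ library, whereas 5 of the 9 passed without VHL ΔPT/STZ 1 or VHL ΔPT/STZ 2. In con/STZ, Prox1 and Kl rose, by 1.02 and 0.48, and Cxcl14 and Bmp4 fell, but Prox1 (adjusted p = 0.0940), Kl (0.251) and Bmp4 (0.158) did not pass without con/STZ 2, nor Prox1 (0.100), Kl (0.0620) and Bmp4 (0.117) without con/STZ 1, nor Kl and Bmp4 (0.0722 to 0.0964) without con 1 or con 3. Kl did not pass without VHL ΔPT 1 (0.0589) or VHL ΔPT 2 (0.0588) either.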

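Nr3c1 (ENSMUSG00000024431, chromosome 18 from 39410545 to 39519421), which encodes the glucocorticoid receptor, had a normalized count of 1512 ± 236 (SD, n = 3) in con and 2236 ± 169 (SD, n = 2) in VHL ΔPT, a log2 change of 0.57 (standard error 0.16, adjusted p = 0.0742) from limma. Kl (ENSMUSG00000058488, chromosome 5 from 150952607 to 150993817), which encodes klotho, the coreceptor of FGF23, had 14326 ± 1938 (SD, n = 3) in con and 20360.0 ± 163 (SD, n = 2) in VHL ΔPT, a change of 0.52 (standard error 0.14, adjusted p = 0.0745). Nr3c1 stood at 0.27 (adjusted p = 0.320) and Kl at 0.21 (adjusted p = 0.386) in VHL ΔPT/STZ. Of 18 genes known as targets of glucocorticoids, 1 fell in VHL ΔPT, Sult1a1 by 0.65, and 17 did not pass, with Tsc22d3 at -0.78 (adjusted p = 0.108) and Fkbp5 at -0.37 (adjusted p = 0.562). Adjusted over the list alone, 1 was higher and 10 were lower (adjusted p = 0.422 with an estimated correlation). In con/STZ, 2 of the 18 rose (2 adjusted over the list alone), among them Zbtb16, which did not pass without con/STZ 1 (adjusted p = 0.124), con/STZ 2 (0.112), con 2 (0.0539) or con 3 (0.0691). Sult1a1 passed in VHL ΔPT without VHL ΔPT/STZ 1 or VHL ΔPT/STZ 2, where 3 of the 18 fell, and with no other library left out (0.0505 without con 2, where 5 others fell). Once gene length was taken out, 0 of the 18 passed in VHL ΔPT (1 higher and 9 lower at an unadjusted p under 0.05; limma).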

The expression of the glucocorticoid receptor (*Nr3c1*) and klotho were verified at the protein level, thereby confirming RNA sequencing results (Supplemental Fig. 4B, C).

### *Vhl* deletion prior to type 1 DM prevents total gene alteration in DKD by histone modification

As we observed a rather unchanged gene expression in VHL^ΔPT^/STZ compared to con/STZ of the commonly altered RNA (Fig. 3B, C), we performed a detailed analysis of RNA sequencing results. In con/STZ, 1901 genes were altered. Among them, we identified 602 genes that were commonly regulated upon *Vhl* deletion and were therefore considered to be HIF-1α related. 

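Some genes of fatty acid metabolism rose in con/STZ and others fell, and genes typical of the male kidney and of immune cells were among those that fell. Cyp4a10 (ENSMUSG00000066072, chromosome 4 from 115518264 to 115533649), which encodes a fatty acid hydroxylase, had a normalized count of 4111 ± 1210.0 (SD, n = 3) in con and 19646 ± 4612 (SD, n = 2) in con/STZ, a log2 change of 2.28 (standard error 0.48, adjusted p = 0.0110). Of 33 genes of PPARα targets and fatty acid oxidation, 10 rose and 4 fell (10 and 4 adjusted over the list alone; adjusted p = 0.753 with an estimated correlation), with Cyp4a14, which may share reads with its close paralogs, at 4.50. Other large rises were those of the amino acid transporter gene Slc7a12 at 5.91 (standard error 0.79, adjusted p = 0.00292) and the prolactin receptor gene Prlr at 2.97 (standard error 0.40, adjusted p = 0.00300). Since con/STZ 2 holds Xist, RNA of a female mouse may be in that pool. Whether it had a part in these rises was not tested. Of 13 genes higher in male than in female kidney, 8 fell, with Slco1a1 at -2.95 and Cyp4a12a at -2.46, and 0 rose (1 higher and 10 lower adjusted over the list alone; adjusted p = 0.482 with an estimated correlation). Their median change against con was -0.938 in con/STZ 1 and -1.72 in con/STZ 2, the library with Xist. Of 19 genes of immune cells, 14 fell and 0 rose (15 lower adjusted over the list alone; adjusted p = 0.301 with an estimated correlation), with the macrophage complement gene C1qa at -0.99, the MHC class II gene H2-Aa at -1.05 and the B cell gene Cd79a at -2.17. Their median length was 1732 bases, and with gene length taken out 11 fell. Other lower genes were Gusb, the lysosomal β-glucuronidase gene, at -3.02 (standard error 0.50, adjusted p = 0.00504), Akr1c18 at -2.96 and Synpr at -5.77. Of the genes named from these lists, C1qa (adjusted p = 0.125), Cyp4a10 (0.0840), Slco1a1 (0.0715) and H2-Aa (0.0502) did not pass without con/STZ 1. Without con/STZ 2, Slco1a1 (0.160), Cyp4a12a (0.0748), Cd79a (0.0591), C1qa (0.0564) and Cyp4a10 (0.0507) did not, and Slco1a1 also failed without con 2 (0.0636) or con 3 (0.0517). The 10 higher and 4 lower genes of the PPARα list were 1 and 2 without con/STZ 1 and 2 and 0 without con/STZ 2. The 8 lower genes of the male kidney list were 5 and 1, and the 14 lower immune genes 4 and 6.

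In all, 2261 genes were called in con/STZ, 1269 higher and 992 lower (limma, n = 2 libraries against 3). With gene length taken out 1437 were called, 1111 of them the same genes. The count was 1067 without con/STZ 1, 1102 without con/STZ 2, and 947 without con 3, con/STZ 2 and VHL ΔPT/STZ 2, a set chosen after seeing the data.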

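Taking the 6 libraries of VHL ΔPT, con/STZ and VHL ΔPT/STZ as 1 group against the 3 con libraries, limma called 792 genes, 576 higher and 216 lower. Tiam1, an activator of the GTPase Rac1, rose by 1.40 (standard error 0.23, adjusted p = 0.0338) in VHL ΔPT, was also called in con/STZ (adjusted p = 0.00725) and stood at 1.00 (adjusted p = 0.0569) in VHL ΔPT/STZ. Of the 792 genes, 725 were also called in con/STZ in the same direction, 532 higher and 193 lower, where independent lists would share 50.6 and 14.8. The log2 change of all 725 had the same sign in each of the 3 groups, with a median of 0.68 in VHL ΔPT, 0.96 in con/STZ and 0.65 in VHL ΔPT/STZ, in the con/STZ direction. Con/STZ is itself part of the group, as are VHL ΔPT and VHL ΔPT/STZ. The choice of these genes by itself therefore favors the same sign and a change in each of the 3. Of the genes, 223 were called in VHL ΔPT and con/STZ alike. The higher genes had a median length of 9076 bases and the lower genes of 1684. Once gene length was taken out 238 genes were called, 184 of them among the 792. With the replicate numbers taken as blocks the count was 0 (limma; 5318 genes at an unadjusted p under 0.05 without blocks). It was 110 without con 3, 496 without con/STZ 1 and 507 without con/STZ 2. There were 485 without con 3 and VHL ΔPT/STZ 2 and 273 without con 3, con/STZ 2 and VHL ΔPT/STZ 2, both chosen after seeing the data.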

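Genes called over the 3 groups and in con/STZ had a lower median change in VHL ΔPT/STZ than in con/STZ. Cpeb4 (ENSMUSG00000020300, chromosome 11 from 31872211 to 31935634), which encodes a regulator of mRNA translation, had a normalized count of 1233 ± 224 (SD, n = 3) in con, 2521 ± 80.7 (SD, n = 2) in VHL ΔPT, 3839 ± 279 (SD, n = 2) in con/STZ and 2824 ± 616 (SD, n = 2) in VHL ΔPT/STZ. Its log2 change was 1.65 (standard error 0.17, adjusted p = 0.00171) in con/STZ and 1.19 (standard error 0.17, adjusted p = 0.0363) in VHL ΔPT/STZ (limma). Etnk1, a kinase gene of phospholipid synthesis, rose by 1.63 and 0.96, and Slc16a7, which encodes a monocarboxylate transporter, by 1.44 and 0.87. Hsd17b2, which encodes an enzyme that inactivates sex steroids, fell by 1.68 and 0.94. The median over the 725 genes of the log2 change in VHL ΔPT/STZ divided by that in con/STZ was 66.82%, and for VHL ΔPT it was 72.06%. The choice of the genes used the VHL ΔPT and VHL ΔPT/STZ libraries too and by itself favors genes that change there. Of the 725 genes, 120 were also called in VHL ΔPT/STZ against con. Cpeb4 passed in VHL ΔPT/STZ with all 9 libraries and without VHL ΔPT/STZ 1, and without any other single library it did not (adjusted p = 0.0524 without con 1 to 0.0823 without VHL ΔPT/STZ 2).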

Heat map analysis of the HIF-1α related genes revealed a normalized gene expression profile in VHL^ΔPT^/STZ compared to con/STZ and also to VHL^ΔPT^ (Fig. 5A) strongly supporting *Vhl* deletion-induced preconditioning. 

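Bhmt (ENSMUSG00000074768, chromosome 13 from 93616675 to 93637961), the betaine-homocysteine methyltransferase gene, had a normalized count of 54.0 ± 36.5 (SD, n = 3) in con, 418 ± 111 (SD, n = 2) in con/STZ and 214 ± 129.9 (SD, n = 2) in VHL ΔPT/STZ. Its log2 change was 3.14 (standard error 0.61, adjusted p = 0.00838) in con/STZ and 2.05 (standard error 0.61, adjusted p = 0.0963) in VHL ΔPT/STZ (limma). Ctxn3, a kidney and brain membrane protein gene, fell by 3.86 in con/STZ and stood at -2.30 (adjusted p = 0.0569) in VHL ΔPT/STZ. Abcc3, which encodes an export transporter of bile acids and conjugates, rose by 3.41 in con/STZ and stood at 1.62 (adjusted p = 0.169) in VHL ΔPT/STZ. Genes called in con/STZ and not over the 3 groups numbered 1536. That choice uses the VHL ΔPT and VHL ΔPT/STZ libraries and by itself favors genes with small changes there, so the shares below are no measure beside those of the genes called in both. Over these 1536 genes, the median of the change in VHL ΔPT/STZ divided by that in con/STZ was 59.57%, and for VHL ΔPT it was 31.53%. The median change, in the con/STZ direction, was 0.78 in con/STZ, 0.47 in VHL ΔPT/STZ and 0.29 in VHL ΔPT. Of these genes, 25 were also called in VHL ΔPT/STZ against con. Without con/STZ 2, the calls of Bhmt (adjusted p = 0.0654) and Abcc3 (0.0659) in con/STZ did not pass.

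**Figure D3:**
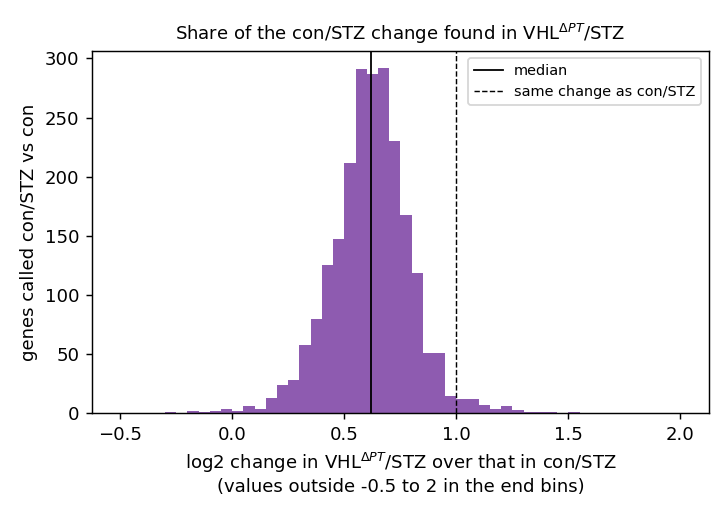
Log2 change against con in VHL ΔPT/STZ divided by that in con/STZ (x axis, no unit) for the 2261 genes called in con/STZ, as number of genes per bin (y axis). The solid line marks the median, 62.13% as a percentage, and the broken line the same change as in con/STZ.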

We also analyzed the remaining HIF-1α unrelated 1326 gene expressions altered in con/STZ, and the generation of a heat map of all 1326 genes and all groups revealed surprisingly again a rather normalized gene expression profile of VHL^ΔPT^/STZ compared to con/STZ (Fig. 5B). These data demonstrate that *Vhl* deletion prior type 1 DM induction prevents per se DM-associated changes in gene expression responsible for DKD development. 

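Slc7a12 (ENSMUSG00000039710, chromosome 3 from 14480697 to 14505830), an amino acid transporter gene, had a normalized count of 34.0 ± 14.1 (SD, n = 3) in con, 1986 ± 414 (SD, n = 2) in con/STZ and 634 ± 595 (SD, n = 2) in VHL ΔPT/STZ, where its log2 change against con stood at 3.86 (standard error 0.79, adjusted p = 0.0518). Prlr, the prolactin receptor gene, had 210.2 ± 63.7 (SD, n = 3), 1786 ± 1125 (SD, n = 2) and 662 ± 102 (SD, n = 2), and stood at 1.69 (adjusted p = 0.0612) in VHL ΔPT/STZ. The long non-coding RNA Malat1 had 965 ± 124 (SD, n = 3), 2522 ± 1239 (SD, n = 2) and 1235 ± 32.9 (SD, n = 2), and 2308 ± 347 (SD, n = 2) in VHL ΔPT. The con/STZ libraries lay far apart for Prlr and Malat1, and con/STZ 2 is the library with Xist. Whether RNA of a female mouse had a part in these values was not tested. Of the 2261 genes called in con/STZ, 2213 (97.9%) had a smaller log2 change in the con/STZ direction in VHL ΔPT/STZ. For 59 genes it was under 25% of the con/STZ change. The choice of genes by their con/STZ change raises these counts by itself. They were not taken in libraries left out of the choice. Of the 2261 genes, 2251 had a log2 change of the same sign in VHL ΔPT/STZ as in con/STZ. The median share of the con/STZ change found in VHL ΔPT/STZ was 62.13% (59.37% in VHL ΔPT/STZ 1 and 63.65% in VHL ΔPT/STZ 2).

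Genes chosen for a large change in con/STZ tend to have a smaller one elsewhere, so the share was also taken with 1 con/STZ and 1 con library choosing as many genes and the other libraries giving the values. It was then 65.9% (SD 3.89 over 6 choices, from 59.51% to 71.33%). In VHL ΔPT/STZ against con/STZ, 0 of the 2261 genes were called (limma), and 957 of all genes tested had an unadjusted p under 0.05. As a fraction the share was 0.556 without con 3 and VHL ΔPT/STZ 2, which was chosen after seeing the data. The paper concludes that earlier Vhl deletion prevents the changes in gene expression of diabetes.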

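Some genes of histone methyltransferases rose in con/STZ and some in VHL ΔPT. Setd7 (ENSMUSG00000037111, chromosome 3 from 51515319 to 51560879), which methylates lysine 4 of histone H3 and other proteins, had a normalized count of 377 ± 19.1 (SD, n = 3) in con, 557 ± 19.9 (SD, n = 2) in VHL ΔPT, 869 ± 54.8 (SD, n = 2) in con/STZ and 572 ± 76.3 (SD, n = 2) in VHL ΔPT/STZ. Its log2 change was 0.56 (standard error 0.11, adjusted p = 0.0457) in VHL ΔPT and 0.60 (standard error 0.11, adjusted p = 0.0485) in VHL ΔPT/STZ, and it was called in con/STZ as well (adjusted p = 0.00130, limma). Of 37 methyltransferase genes, 4 rose in VHL ΔPT (Setd7, Kmt2a, Kmt2c and Ash1l; 11 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation). In con/STZ 16 rose and 2 fell (16 and 3 adjusted over the list alone; adjusted p = 0.526 with an estimated correlation), the lower ones being Setmar at -0.49 and Prmt5 at -0.28. For VHL ΔPT/STZ the count was 1, Setd7, which rose (3 adjusted over the list alone; adjusted p = 0.564 with an estimated correlation). Ezh2, which methylates lysine 27 of histone H3, stood at 0.01 (adjusted p = 0.975) in VHL ΔPT and 0.06 (adjusted p = 0.869) in VHL ΔPT/STZ. Of 21 demethylase genes, Kdm5a, Kdm1b and Kdm7a rose in VHL ΔPT (12 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation), 11 in con/STZ (15 adjusted over the list alone; adjusted p = 0.472 with an estimated correlation) and 0 in VHL ΔPT/STZ (limma; 8 at an unadjusted p under 0.05, 7 adjusted over the list alone). Of 29 genes of histone acetylation and deacetylation, 2 rose in VHL ΔPT and 7 rose and 2 fell in con/STZ, and 0 passed in VHL ΔPT/STZ (limma; 5 higher and 2 lower at an unadjusted p under 0.05). The higher methyltransferase genes in con/STZ were 4 without con/STZ 1, 6 without con/STZ 2 and 10 without con 3. The higher demethylase genes were 7 and 4 without con/STZ 1 and 2, and the higher acetylation genes 3 and 3. In VHL ΔPT 0 genes of these lists passed without con 1, con 3, either VHL ΔPT library or either con/STZ library, and Kdm7a did not without con 2 (adjusted p = 0.0605). Setmar did not pass without con/STZ 2 (adjusted p = 0.224) or any other library except con 3, nor Prmt5 without con/STZ 1 (0.184), con/STZ 2 (0.0996), con 1, con 2 or either VHL ΔPT library. Setd7 did not pass in VHL ΔPT/STZ whichever library was left out (adjusted p = 0.0656 to 0.103).

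The median length of the 37 methyltransferase genes was 7440 bases, of the 21 demethylase genes 8383 and of the 29 acetylation genes 5331. After removal of the length trend, 0 methyltransferase genes passed in VHL ΔPT (limma; 6 higher and 2 lower at an unadjusted p under 0.05) and 0 in VHL ΔPT/STZ, and in con/STZ 4 were higher and 2 lower. The higher demethylase genes in con/STZ were then 6 and the higher acetylation genes 4, and 0 of either list passed in VHL ΔPT (limma; 6 demethylase genes higher and 4 acetylation genes higher and 4 lower at an unadjusted p under 0.05). The paper tested gene ontology terms with a two-sided Fisher's exact test on its own gene lists. That test was not repeated here.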

We further performed Gene ontology enrichment analysis and found especially in the VHL^ΔPT^ and VHL^ΔPT^/STZ groups, histone lysine modification, peptidyl-lysine methylation, and histone modification among the strongest Gene ontology terms altered (Fig. 5C and Supplemental Fig. 5). Furthermore, STRING network analysis of the Gene ontology term underlying genes validated the interaction between the genes enriched in the Gene ontology term histone modification and in addition revealed HIF-1α as functional interaction partner, showing that preconditioning is related to HIF-1α stabilization (Fig. 5D). 

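Kmt2a (ENSMUSG00000002028, chromosome 9 from 44803355 to 44881296), which methylates lysine 4 of histone H3, had a normalized count of 562 ± 121 (SD, n = 3) in con, 1096 ± 200.3 (SD, n = 2) in VHL ΔPT, 1286 ± 16.4 (SD, n = 2) in con/STZ and 855 ± 161 (SD, n = 2) in VHL ΔPT/STZ. The log2 change was 0.97 (standard error 0.20, adjusted p = 0.0458) in VHL ΔPT and 1.22 (standard error 0.20, adjusted p = 0.00471) in con/STZ (limma). Kmt2c, of the same family, rose by 1.00 and 1.19, the acetyltransferase genes Ep300 and Kat6a by 0.84 and 0.87 in VHL ΔPT and 1.06 and 1.07 in con/STZ, and Arid4b by 0.81 and 1.09. In VHL ΔPT, Kmt2d stood at 0.70 (adjusted p = 0.0528), Kmt2e at 0.80 (adjusted p = 0.0701), Arid5b at 1.13 (adjusted p = 0.0650), Baz2a at 0.65 (adjusted p = 0.0517) and the Y-linked gene Uty at 0.69 (adjusted p = 0.127). Uty stood at 0.21 (adjusted p = 0.565) in con/STZ, where the Xist library holds 0.508 of the Uty count of the other. Of the 17 genes, 12 rose in VHL ΔPT (adjusted p = 0.422 with an estimated correlation), 16 in con/STZ (adjusted p = 0.427 with an estimated correlation) and 0 passed in VHL ΔPT/STZ (limma; 13 at an unadjusted p under 0.05). Adjusted over the list alone, 17 were higher in VHL ΔPT and 12 in VHL ΔPT/STZ, which is not independent evidence for a list the study chose. The median length of the list was 10730 bases. Once gene length was taken out, 0 passed in VHL ΔPT (limma; 14 at an unadjusted p under 0.05) and 10 in con/STZ. The VHL ΔPT calls also ended without con 1, con 3, either VHL ΔPT library or either con/STZ library, and the 16 genes higher in con/STZ were 10 without con/STZ 1 and 10 without con/STZ 2. The network itself was not repeated here.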

To analyze histone modification in more detail, we performed western blot and immunohistochemical analyses of trimethylated H3, a modification which was associated with DKD progression (H3K4me3, Fig. 5E, F). H3K4me3 expression level and its nuclear staining were strongly reduced in VHL^ΔPT^ compared to the control. Note the reduction in glomeruli albeit the PT-specific *Vhl* deletion.

**Fig. 5:**
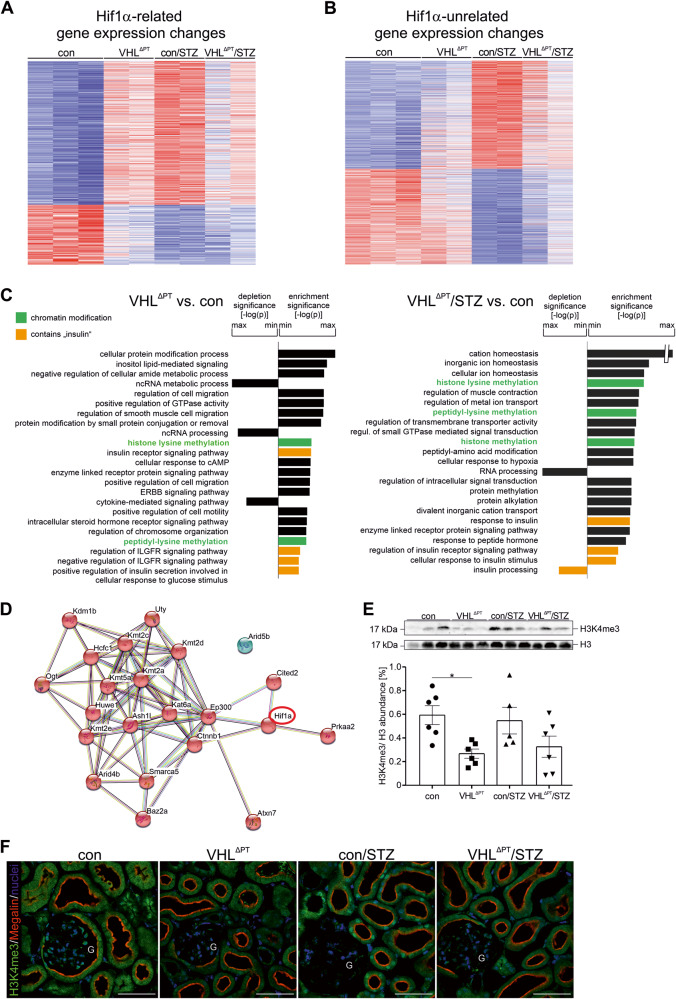
Proximal tubular *Vhl* deletion resets all genes altered upon induction of DKD by reduced H3K4me3 histone modification. **A** and **B** Heat maps of significantly commonly altered genes of VHL^ΔPT^ + con/STZ + VHL^ΔPT^/STZ (HIF-1α related) vs. control (**A**) and remaining HIF-1α unrelated genes altered in con/STZ vs. control (**B**). Filter criteria DESeq *P*-values < 0.05, fold-change > 1.5. **C** Gene ontology analysis of VHL^ΔPT^ and VHL^ΔPT^/STZ vs. control; top 23 biological processes enriched/depleted in the corresponding comparisons. In addition, processes containing the term “chromatin modification” are presented in green, and “insulin“is shown in orange, if significant. **D** STRING network analysis of Gene ontology analysis underlying genes, including *Ash1l, Ogt, Kmt2a, Uty, Kmt2d, Kmt2c, Ep300, Kat6a, Arid4b, Prkaa2, Kmt2e, Kdm5a, Kdm1b, Arid5b, Baz2a, Huwe1, Atxn7*. *Hif-1α* is identified as a functional interaction partner (red circle). **E** and **F** Representative blot, densitometrical evaluation, and immunohistochemical images of H3K4me3 double stained with megalin to mark proximal tubules obtained from control, VHL^ΔPT^, con/STZ and VHL^ΔPT^/STZ with histone H3 as reference. Arithmetic means ± SEM of *n* = 5–7 per group; *P < 0.05. Scale bar = 50 µm. **F** G: glomeruli. Each point represents an individual mouse. Nonparametric Kruskal–Wallis with Dunn’s post-test.

### Significantly altered genes between con/STZ and VHL^∆PT^/STZ mice

In search of candidate genes most significantly altered between con/STZ and VHL^ΔPT^/STZ mice, and therefore upon possible DKD preconditioning, we identified *Ugt2b37*, *Gm853/ Ldc-1*, *Ceacam2*, *Slc12a1*, *Zbtb16* and *Abca13* (Fig. 6A). 

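Gm853 (ENSMUSG00000023120, chromosome 4 from 130209109 to 130222401), which encodes the leucine decarboxylase Ldc-1, had a normalized count of 1924 ± 343 (SD, n = 3) in con, 2293 ± 129 (SD, n = 2) in VHL ΔPT, 482 ± 26.4 (SD, n = 2) in con/STZ and 1026 ± 56.5 (SD, n = 2) in VHL ΔPT/STZ. It fell by 1.98 in con/STZ (adjusted p = 4.70e-04) and by 0.89 in VHL ΔPT/STZ (adjusted p = 0.0363) against con, and its log2 change in VHL ΔPT/STZ against con/STZ was 1.09 (standard error 0.15, adjusted p = 0.260) from limma, n = 2 libraries each. Ceacam2 (ENSMUSG00000054385, chromosome 7 from 25516042 to 25539857), a cell adhesion gene that may share reads with Ceacam1, had 329 ± 63.2 (SD, n = 3), 129.9 ± 1.02 (SD, n = 2), 19.8 ± 14.8 (SD, n = 2) and 281 ± 96.3 (SD, n = 2), and stood at 3.93 (standard error 0.46, adjusted p = 0.108) in VHL ΔPT/STZ against con/STZ. The transporter gene Abca13 stood at -0.93 (standard error 0.16, adjusted p = 0.669), Slc12a1 at -0.83 (standard error 0.14, adjusted p = 0.608), and Ugt2b37, which may share reads with other Ugt2b genes, at 0.84 (standard error 0.68, adjusted p = 0.816). Zbtb16 (ENSMUSG00000066687, chromosome 9 from 48654297 to 48836222), a transcriptional repressor gene, had 156 ± 159 (SD, n = 3), 253 ± 107 (SD, n = 2), 637 ± 23.6 (SD, n = 2) and 293 ± 87.2 (SD, n = 2), and stood at -1.15 (standard error 0.75, adjusted p = 0.783). Against con, Zbtb16 rose by 2.53 in con/STZ, a call that did not pass without con/STZ 1 (adjusted p = 0.124), con/STZ 2 (0.112), con 2 (0.0539) or con 3 (0.0691). The Gm853 call in VHL ΔPT/STZ against con passed without VHL ΔPT/STZ 1 and otherwise did not when a library was left out (adjusted p = 0.0524 to 0.0902).

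Against con/STZ, 0 of the 6 genes passed in VHL ΔPT/STZ over all genes tested (limma; 2 higher and 2 lower at an unadjusted p under 0.05). Adjusted over the list alone 2 were higher and 2 lower, which is not independent evidence for a list the study chose (adjusted p = 0.881 with an estimated correlation). Ceacam2 passed without con/STZ 2 (4.73, adjusted p = 0.013) and Gm853 without con 2 (adjusted p = 0.0431). The 1 gene called was Azgp1 (ENSMUSG00000037053, chromosome 5 from 137981520 to 137990233), which encodes the lipid-mobilizing zinc-α2-glycoprotein. Its normalized counts were 1199 and 1358 in VHL ΔPT/STZ and 0 to 3 in the other 7 libraries, a log2 change of 8.82 (standard error 0.62, adjusted p = 0.00312). With counts this near 0 the size depends on the number added before the log, and with 10 in place of 1 it was 6.75. Azgp1 did not pass without VHL ΔPT/STZ 1 (adjusted p = 0.123) or VHL ΔPT/STZ 2 (0.0537).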

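Slc12a1 (ENSMUSG00000027202, chromosome 2 from 125152505 to 125230002), which encodes the cotransporter NKCC2 of the thick ascending limb, had a normalized count of 10832 ± 1145 (SD, n = 3) in con, 16284 ± 143 (SD, n = 2) in VHL ΔPT, 34776 ± 3693 (SD, n = 2) in con/STZ and 19558 ± 1631 (SD, n = 2) in VHL ΔPT/STZ. Its log2 change against con was 0.59 (standard error 0.13, adjusted p = 0.0474) in VHL ΔPT, 1.68 (standard error 0.13, adjusted p = 5.81e-04) in con/STZ and 0.86 (standard error 0.13, adjusted p = 0.0363) in VHL ΔPT/STZ (limma). Of 11 genes of the thick ascending limb, 6 rose and 1 fell in con/STZ (6 and 1 adjusted over the list alone; adjusted p = 0.393 with an estimated correlation). The potassium channel gene Kcnj1 rose by 1.07, the prostaglandin receptor gene Ptger3 by 1.43 and Egf by 0.75, and the tight junction gene Cldn10 fell by 0.42. After removal of the length trend 7 of the 11 rose in con/STZ. The Slc12a1 call in con/STZ passed without each single library. That in VHL ΔPT did not pass without con 1, con 3, either VHL ΔPT library or either con/STZ library, and that in VHL ΔPT/STZ only passed without VHL ΔPT/STZ 1. In con/STZ, Egf did not pass without con/STZ 2 (adjusted p = 0.0535), nor Cldn10 without con/STZ 1 (0.0958), con/STZ 2 (0.105) or con 2 (0.0537).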

Higher expression of *Slc12a1* (coding for NKCC2) confirmed the enhanced NKCC2 protein expression in kidneys of con/STZ (Supplemental Fig. 2A, B), which adds to the underlying mechanism for the augmented GFR in con/STZ (Fig. 1F). We focused on the identification of the role of *Ldc-1*, a leucine-decarboxylase, and the transcription factor ZBTB16 (zinc finger and BTB domain containing 16, also called PLZF) known as DNA sequence-specific transcriptional repressor. Quantification of *Ldc-1* mRNA signals and ZBTB16 protein levels of nuclear fractions confirmed the results of RNA sequencing (Fig. 6B, C). *Ldc-1* was found to be expressed in the PT cells and to a lesser extent in distal parts of the nephron, and ZBTB16 staining demonstrated nuclear expression in glomerular cells and in epithelial cells along the nephron (Supplemental Fig. 6A). LDC-1, belonging to the ornithine decarboxylase family, was shown to specifically decarboxylate L-leucine to generate isopentylamine, an aliphatic monoamine, and trace amine. To identify the function of LDC-1-produced isopentylamine and assuming that it may be involved in cellular metabolism, we incubated opossum kidney cells (OKC) with 1 mM isopentylamine and measured the cellular oxygen consumption rate (OCR). Isopentylamine significantly increases cellular OCR (Fig. 6D). To identify the role of ZBTB16, we established an inducible stably transduced *Zbtb16* overexpressing cell line generated from OKC (Fig. 6E). It was demonstrated that ZBTB16 plays a role in cellular bioenergetics and in autophagy by mediating the proteasomal degradation of autophagic protein Atg14L, and in the pathogenesis of metabolic diseases [17, 18]. We, therefore, measured the proliferation, cellular respiration, and transcription levels of genes that were differentially expressed in the results of RNA sequencing. No difference was encountered (Supplemental Fig. 6B–D). Cellular autophagy was determined by western blotting of microtubule-associated protein-1 light-chain (LC3) and p62 levels. LC3II levels were significantly reduced upon ZBTB16 overexpression and p62 levels were significantly higher suggesting a role in inhibiting autophagy (Fig. 6F, G). To elucidate whether the decrease of LC3II was due to reduced autophagosome formation or to an increase of autophagic degradation, control, and ZBTB16 overexpressing cells were treated with bafilomycin A1, an inhibitor of autophagosome-lysosome fusion. LC3II accumulated in both control and in ZBTB16 overexpressing OKC to a similar extent (Fig. 6H), indicating a diminution of autophagosome formation rather than enhancement of autophagic flux.

**Fig. 6:**
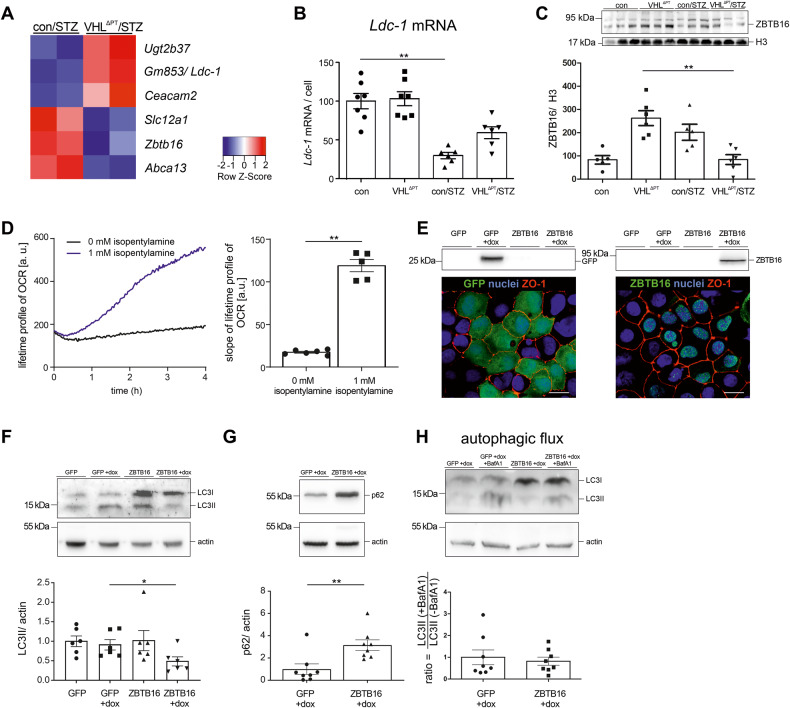
Significantly altered genes between con/STZ and VHL^ΔPT^/STZ. **A** Heat map of genes significantly changed between con/STZ and VHL^ΔPT^/ STZ based on filter criteria DESeq *P*-values < 0.05, fold-change > 1.5. **B** and **C** Analysis of *Ldc-1* mRNA per cell (**B**) and western blot of nuclear fractions and densitometrical analysis of ZBTB16 with histone H3 as reference (**C**). Arithmetic means ± SEM of *n* = 5–7 per group; **P < 0.01. Each point or band represents an individual mouse. Nonparametric Kruskal–Wallis with Dunn’s post test. **D** Cellular oxygen consumption rate (OCR) of opossum kidney cells (OKC) treated with 1 mM isopentylamine leading to strongly increased OCR. Arithmetic means ± SEM, *n* = 5–6 independent experiments; **P < 0.01. Nonparametric Mann–Whitney-*U*-test. **E** Green fluorescence protein (GFP) and ZBTB16 western blot and immunohistochemical staining confirming the generation of control (GFP overexpressing) and ZBTB16 overexpressing OKC line. Scale bar = 10 µm. **F** Western blot of LC3 protein and densitometrical evaluation of LC3II. Arithmetic means ± SEM, *n* = 6 independent experiments; *P < 0.05. Nonparametric Kruskal–Wallis with Dunn’s post test. **G** Western blot and densitometrical evaluation of p62 (SQSTM1). Arithmetic means ± SEM, *n* = 8 independent experiments; **P < 0.01. Nonparametric Mann–Whitney-*U*-test. (**H**) Autophagic flux (ratio between LC3II levels in the presence/ absence of bafilomycin A1, BafA1) of control (GFP overexpressing) and ZBTB16 overexpressing OKC. Arithmetic means ± SEM, *n* = 8 independent experiments. Nonparametric Mann–Whitney-*U*-test. **E**–**H** Αctin was used as a reference.

## Discussion

Genetic PT-specific *Vhl* deletion-induced alterations in gene expression profile and renal morphology resembling that of STZ-induced type 1 DM albeit to a lesser extent. *Vhl* deletion prior to STZ-induced diabetes prevented glomerular hyperfiltration and proteinuria, and helped to preserve renal function and morphology, with normalized metabolism and total gene expression profile by histone modification and chromatin remodeling. As a whole, PT-specific *Vhl* deletion preconditions against DKD, as summarized in Fig. 7.

**Fig. 7:**
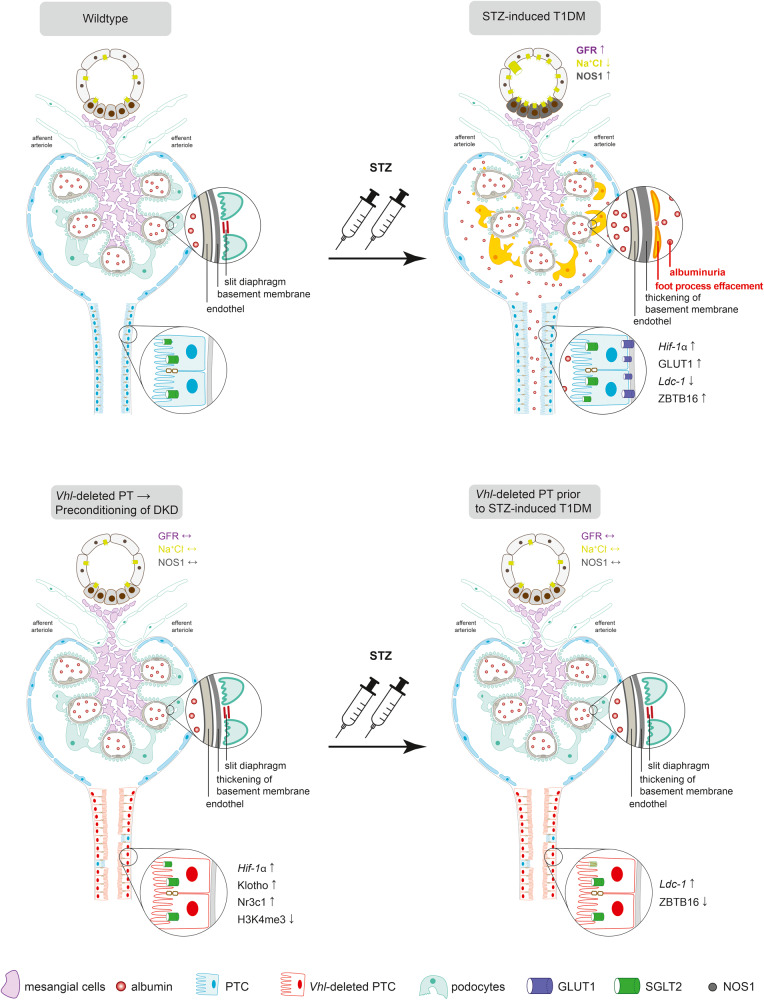
Proximal tubular *Vhl* deletion preconditions against diabetic kidney disease. Scheme illustrating glomerular and tubular alterations including glomerular hyperfiltration, proteinuria, foot process effacement, basement membrane thickening, tubular transport, PT cell growth, and tubular HIF-1α stabilization in DKD. *Vhl*-induced deletion preconditions against DKD mediated by high long-term HIF-1α stabilization, Klotho and glucocorticoid receptor (Nr3c1) expression, and low H3K4me3 modification and thereby normalizing GFR, tubular transport, metabolism, gene expression profile, and ameliorating kidney morphology. T1DM type 1 diabetes mellitus, GFR glomerular filtration rate, PT proximal tubule, PTC proximal tubule cell.

### Tubulocentric view of DKD and tubular alterations

There is emerging evidence of PT involvement in the initiation and contribution to the early pathogenesis of DKD. Glomerular hyperfiltration is a hallmark of early DKD and predominantly results from hyperglycemia enhancing the filtration of glucose. The PT consequently increases its sodium and glucose reabsorption rates, thereby limiting the delivery of sodium and chloride to the macula densa. This resultant inhibition of the TGF further causes afferent arteriolar vasorelaxation, thereby increasing renal blood flow and hyperfiltration [19]. SGLT1 in the macula densa senses glucose to regulate the production of nitric oxide (NO) by NO synthase 1 (NOS1) when the sodium-glucose uptake is saturated. In addition, increasing amounts of glucose delivered to the macula densa stimulate NOS1-mediated NO production to further augment the GFR [20]. Thus, in the early stages of diabetes, the tubular hypothesis proposes that the TGF is the main controller of GFR. In our study, STZ-induced DKD demonstrated augmented NHE3 and NKCC2 leading to reduced sodium delivery to the macula densa, which further enhances the GFR. In addition, NOS1 expression was increased suggesting glucose transporter saturation and a further rise in GFR. The augmented NKCC2 expression, as shown in previous publications using STZ-induced diabetic animal models [21, 22], occurred by increasing *Slc12a1* transcripts and was independent of vasopressin-mediated phosphorylation. PT *Vhl* deletion prior to STZ treatment was unexpectedly not associated with increased expression of sodium and glucose transporters and NOS1, which may explain the prevention of glomerular hyperfiltration in VHL^ΔPT^/STZ.

To identify HIF-1α driven processes in DKD, we grouped commonly altered genes obtained from our RNA sequencing results (Fig. 3). Commonly altered genes include genes for cell polarity such as *Notch1*, *Btbd7,* and *Fryl*, which are involved in kidney development. For *Notch1*, increased expression was found in db/db type 2 diabetic mice and in human biopsies, in association with inflammation [23, 24] proteinuria, and basement membrane thickening in DKD [24]. Interestingly, basement membrane thickening was found in our morphological analysis in VHL^ΔPT^, con/STZ, and VHL^ΔPT^/STZ, supporting the results of RNA sequencing analysis. Elevated levels of *Hif1α*, *Nox4, Rictor,* and *Nfat5* have been involved in hypoxic, oxidative, cell, or osmotic stress and disease progression in mouse and human kidney samples with DKD. [11, 25–28]. In addition, higher mRNA levels of several transporters and channels were observed including *Slc9a3* (coding for NHE3) and *Slc12a1* (coding for NKCC2), similar to the results at the protein level (Fig. 2 and Supplemental Fig. 2), thus confirming RNA sequencing data. 

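Slc9a3 (ENSMUSG00000036123, chromosome 13 from 74121457 to 74169442), which encodes the sodium-hydrogen exchanger NHE3, had a normalized count of 968 ± 323 (SD, n = 3) in con, 2098 ± 127 (SD, n = 2) in VHL ΔPT, 2191 ± 395 (SD, n = 2) in con/STZ and 1511 ± 177 (SD, n = 2) in VHL ΔPT/STZ. The log2 change was 1.17 (standard error 0.25, adjusted p = 0.0474) in VHL ΔPT and 1.22 (standard error 0.25, adjusted p = 0.00968) in con/STZ (limma). The basolateral bicarbonate transporter gene Slc4a4 rose by 0.81, 1.12 and 0.80 in VHL ΔPT, con/STZ and VHL ΔPT/STZ. The glucose transporter genes Slc2a2, Slc5a1 and Slc5a2 rose by 0.84, 0.62 and 0.42 in con/STZ, and stood at 0.58 (adjusted p = 0.0569), 0.48 (adjusted p = 0.114) and 0.19 (adjusted p = 0.381) in VHL ΔPT/STZ. Of 19 genes of glucose and sodium transport, 3 rose in VHL ΔPT (6 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation), 13 in con/STZ (13 adjusted over the list alone; adjusted p = 0.301 with an estimated correlation) and 2 in VHL ΔPT/STZ (9 adjusted over the list alone; adjusted p = 0.263 with an estimated correlation). Their median length was 4104 bases. After removal of the length trend, 0 passed in VHL ΔPT (limma; 6 at an unadjusted p under 0.05), and in con/STZ 13 were higher and 1 lower. The Slc9a3 call in con/STZ did not pass without con/STZ 2 (adjusted p = 0.0776), and that in VHL ΔPT without con 1, con 3, either VHL ΔPT library or either con/STZ library. Slc5a1 did not pass in con/STZ without con/STZ 1 (adjusted p = 0.115), con/STZ 2 (0.0831) or con 2 (0.0523), and Slc5a2 passed when con 1, VHL ΔPT/STZ 1 or VHL ΔPT/STZ 2 was left out and with no other library left out (0.0612 to 0.269). The 13 higher genes in con/STZ were 7 without con/STZ 1 or con/STZ 2. Slc4a4 passed in VHL ΔPT/STZ without VHL ΔPT/STZ 1, where 5 genes of the list were higher, and with no other library left out (0.0554 to 0.0935).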

Genes important for metabolic adaptation to diabetes include the transcription factor *Clock*, playing a role in PT gluconeogenesis and consequent serum glucose concentration in STZ-induced type 1 DM [29], *Kdm1*, an epigenetic regulator for salt-sensitive hypertension, and the kinases *Pik3c2a*, *Pkn2* [30]. The diabetic tubule further possesses alterations in genes affecting PT endocytosis, such as *Cltc* (clathrin) and *Eea1* (early endosomal antigen) congruent with the higher number of invaginations per PT surface, which is in agreement with increased PT reabsorption rates in DKD [31]. Morphologically, increased tubular height and basement membrane thickening have been observed in PT upon *Vhl* deletion or STZ treatment representing a feature of HIF-1α stabilization. In addition, as shown in earlier studies from our group, tubular *Vhl* deletion was shown to increase epithelial cell proliferation [32], known to occur in PT in early DKD [20].

### Cellular HIF-1α stabilization

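Of 45 known target genes of HIF, 0 passed in VHL ΔPT (limma; 6 higher and 4 lower at an unadjusted p under 0.05). Vegfa (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369), the vascular growth factor gene, had a normalized count of 3636 ± 391 (SD, n = 3) in con and 4456 ± 449 (SD, n = 2) in VHL ΔPT, a log2 change of 0.30 (standard error 0.11, adjusted p = 0.144). Pdk1, which encodes a kinase that inhibits pyruvate dehydrogenase, stood at 0.59 (standard error 0.25, adjusted p = 0.167). The glucose transporter gene Slc2a1 stood at 0.12 (adjusted p = 0.553), Ldha at 0.11 (adjusted p = 0.629), Pgk1 at -0.09 (adjusted p = 0.638) and Egln3 at 0.34 (adjusted p = 0.528). The median change of the list in VHL ΔPT was 0.02 (adjusted p = 0.929 with an estimated correlation), and 0 passed when adjusted over the list alone. In con/STZ 8 rose and 4 fell (8 and 4 adjusted over the list alone; adjusted p = 0.753 with an estimated correlation), with Pdk1 at 1.10, Slc2a1 at 0.48 and Car9, which encodes a carbonic anhydrase, at -2.05. Without con/STZ 1, Pdk1 (adjusted p = 0.102) and Slc2a1 (0.136) did not pass in con/STZ, nor did Pdk1 (0.0585) and Slc2a1 (0.0815) without con/STZ 2, or Slc2a1 without con 2 (0.0606). The 8 higher and 4 lower genes in con/STZ were 2 and 1 without con/STZ 1, 3 and 1 without con/STZ 2, 5 and 2 without con 2, and 6 and 2 without con 3. Without VHL ΔPT/STZ 1, 8 were higher and 1 lower in VHL ΔPT/STZ. For VHL ΔPT/STZ 0 passed (limma; 15 higher and 3 lower at an unadjusted p under 0.05) and 1 was higher when adjusted over the list alone (adjusted p = 0.556 with an estimated correlation). These are values of whole cortex, in which other cells dilute the S1 and S2 cells that express the recombinase. The list has a median length of 4285 bases, close to the 4307 of the genes tested.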

We show that PT *Vhl* deletion leads to consequent HIF-1α stabilization as judged by nuclear HIF-1α protein expression levels and from RNA sequencing results (Figs. 1D and 3C). HIF-1α stabilization occurred in both VHL^ΔPT^ and con/STZ, as nicely demonstrated earlier [11]. In VHL^ΔPT^/STZ, we observed a significant reduction of nuclear HIF-1α protein expression levels compared to VHL^ΔPT^ albeit PT HIF-1α downstream target expression. This may be due to the preconditioning found in that group, affecting many of the genes altered including *Hif-1α*. In humans, mutations in the *Vhl* gene are associated with degradation of cilia and renal cell carcinoma formation [33]. In mice, no obvious alterations in kidney and liver morphology were detected up to 9 months after *Vhl* deletion [34], suggesting that in mice, an additional event may be necessary.

### Tubuloglomerular crosstalk

The diabetic PT is suggested to be the primary pathological event in DKD [3, 35], and was shown to contribute to podocyte or mesangial cell injury in a paracrine fashion [3, 36]. In our model, we have observed that PT *Vhl* deletion-induced alterations in glomerular genes related to morphology including the respective morphological changes such as angiogenesis and glomerular basement membrane (GBM) thickening. As reported previously from our group, tubular *Vhl* deletion-induced glomerular angiogenesis [32], which we re-observed with *Vhl* deletion in PT S1 and S2 segments. Glomerular angiogenesis is a hallmark of DKD. Among the genes, commonly regulated in *Vhl*-deleted PT and STZ-induced type 1 diabetes, we found f. e. *Ptprb, Ogt, Ctss*, known to be involved in vascular changes during DM [14, 35, 37]. Thickening of the glomerular basement membrane is in agreement with higher gene expression for *Nid2*, *Lamc1*, *Col4a3,* and *Col4a5*, coding for components of the basement membrane suggesting a structural remodeling characteristic for DKD [38]. Our PT *Vhl-*deleted mice imply that PT HIF-1α-stabilization participates in the diabetic glomerular phenotype. *Vhl* deletion prior to STZ treatment prevented podocyte loss with concomitant foot process effacement, which is in agreement with the prevention of albuminuria as shown previously [39]. Furthermore, high VEGF levels in podocytes and renal tubules were attributed to increased glomerular size and Kimmelstiel-Wilson-like nodular glomerulosclerosis [15, 16]. Our results revealed no difference in glomerular VEGF levels in our mouse model despite higher glomerular size in STZ-treated groups, therefore we assume that higher tubular VEGF expression may have affected glomerular growth. The resulting lower VEGF backflow in con/STZ, and in renal biopsies with mild and moderate DM may most probably be due to increased matrix accumulation interfering with the VEGF backflow. Reduced VEGF levels in severe DM may be due to podocyte damage and loss. As an underlying mechanism we found in comparison to other renal epithelial cells, that podocytes are more susceptible to the diabetic setting (hypoxia and high glucose) reacting with a decline in VEGF production which was shown earlier to be a result of podocyte damage [40].

### Proximal tubular HIF-1α stabilization preconditions the kidney against diabetes-induced changes

Our data revealed that glomerular and tubular morphological changes including renal cell function at mRNA level are similar between PT *Vhl* deletion and STZ-treated mice, albeit to a lesser extent. In addition, *Vhl* deletion induced prior DM ameliorated glomerular and tubular morphology and normalized gene expression profile suggesting that PT HIF-1α stabilization prior to DM preconditions against DKD. Our observations go in line with recent publications: administration of a HIF-1 inhibitor to the diabetic mouse model OVE26 with established DKD prevented mesangial matrix expansion, glomerulosclerosis, and albuminuria [41]. In the same direction, transgenic mice overexpressing VEGF along the tubule resulted in enlarged glomeruli with mesangial proliferation and mesangial nodules similar to DKD [16]. However, stabilizing HIF-1α before the onset of type 1 or type 2 diabetes normalized GFR, reduced oxygen consumption and proteinuria [42], ameliorated glomerular and endothelial damage [39], and counteracted renal metabolic alterations [43]. As a limitation of our study having used the SGLT2-cre mouse model, we cannot rule out developmental effects on PT function, which may have affected DKD establishment. In agreement, our results provide new insight that HIF-1α may also precondition the kidney against DKD. Mechanistically, we showed that long-term HIF-1α stabilization leads to a strong reduction in histone methylation as shown by H3K4me3 levels and thereby resetting all genes altered towards the control level despite type 1 DM. Numerous studies have already revealed that histone methylation plays an essential role in DKD progression, especially H3K4me3 with its conserved distribution on gene promoters [44, 45]. High levels of H3K4me3 were associated with inflammatory and oxidative stress, progressive proteinuria through podocyte injury, and fibrosis [44–46], thus participating in DKD progression. Hypoxia was shown to rapidly increase histone methylation and chromatin reprogramming at various sites [47]. We can now show, that long-term HIF-1α stabilization leads to a strong reduction in H3K4me3 levels and thereby preventing hallmarks of DKD.

Among the genes, which were significantly different between con/STZ and preconditioned VHL^ΔPT^/STZ were *Slc12a1*, *Zbtb16,* and *Ldc-1*. We could confirm higher NKCC2 protein levels (coded by *Slc12a1)* in the STZ-induced type 1 diabetic model. ZBTB16 belongs to the promyelocytic leukemia zinc finger family and is a multifaceted signaling hub for a number of cellular processes and was recently presented to be involved in the pathogenesis of metabolic diseases by regulation of cell bioenergetics [17, 18]. However, overexpressing ZBTB16 in OKC revealed a role as a negative regulator of autophagy as demonstrated previously [48, 49]. *Ldc-1*, coding for leucine-decarboxylase 1, catalyzes isopentylamine [50]. We found that isopentylamine stimulated PT cellular oxygen consumption and therefore cell metabolism. The higher and therefore normalized *Ldc-1* levels in VHL^ΔPT^/STZ compared to con/STZ may ameliorate cellular bioenergetics and help the PT cells to adjust to the augmented cellular energy demand in type 1 diabetes.

Current prevention of DKD includes the optimization of cardiovascular risk factors, including hyperglycemia, hyperlipidemia, obesity, smoking, and hypertension. Interfering with the glomerular hemodynamics by the means of ACE-inhibitors/sartans or SGLT2 inhibitors attenuates the hyperfiltration and reduces proteinuria, thereby slowing down the progression of DKD [51]. On the basis of our observations in a mouse model of STZ-induced type 1 DM, one may speculate that HIF-1α stabilizers may similarly help to prevent DKD development in patients with type 1 DM.

In summary, genetic PT *Vhl* deletion demonstrated similar morphological changes and gene expression patterns similar to STZ-induced type 1 diabetes. PT *Vhl* deletion prior to STZ-induced type 1 diabetes prevented glomerular hyperfiltration and proteinuria, normalized gene expression pattern by reduction of trimethylation of histone 3 (H4K4me3) and preserved renal morphology, thereby preconditioning the kidney against DKD (Fig. 7).

## Material and methods

### Animal experimentation

All animal experiments were conducted according to the National Institutes of Health guide for the care and use of laboratory animals, the Swiss law for the welfare of animals, ARRIVE guidelines, and they were approved by the Cantonal Veterinary Office (Canton of Fribourg, Switzerland) (FR25959, 2014_55_FR). All protocols were reviewed by the University’s Animal Welfare and Ethics Review Board before experimentation. Mice were housed in an SPF facility with free access to chow and water on a 12-h day-night cycle. Breeding and genotyping were done according to standard procedures. *Vhl*^fl/fl^ mice have been described previously [52] and were crossed to SGLT2^Cre^ mice (Tg(Slc5a2-cre)1Tauc [53]), European mouse mutant archive). After prior POWER analysis, littermates were used in a randomized fashion and were on a C57BL/6/FVB mixed background. DM was induced in male *Vhl*^fl/fl^ (termed control) and *Vhl*^fl/fl^/SGLT2^Cre^ (termed VHL^ΔPT^) mice at 12 weeks of age. After overnight fasting, control and VHL^ΔPT^ mice were injected with streptozotocin STZ (100 mg/kg) *i.p*. for two consecutive days. STZ (SigmaAldrich, Munich Germany) was prepared in 0.1 mol/L sodium citrate buffer (pH 4.5) immediately before injection. Control animals received citrate buffer alone. The onset and progression of diabetes were evaluated by measuring blood glucose levels from blood samples obtained after 4 h fasting using Accu-Chek test stripes (Roche Applied Science) once a week in the subsequent weeks. Mice with blood glucose levels higher than 300 mg/dl after 1-week post STZ exposure till the end of the experiment were considered diabetic.

Human kidney biopsies were retrieved from the archive of the Institute of Pathology at the University of Mainz, Germany. Samples from patients with biopsy-proven diabetic nephropathy were graded according to the severity of the glomerular changes as mild, moderate, and severe. Biopsies from non-diabetic patients with the diagnoses of mild tubulointerstitial damage and/or inflammation and lacking glomerular alterations served as controls. The use of archive material for scientific purposes was approved by the ethics committee under the number 837.360.16.

### Cell culture

If not stated otherwise, all cell lines were cultured in a cell-specific growth medium (medium composition see below) and incubated at 37 °C in a 5% CO_2_ and 95% air atmosphere. Opossum kidney (OK) cells were cultured in poly-d-lysine-coated cell culture flasks. The growth medium of OK cells was composed of 1:1 mixture of Dulbecco’s modified Eagles medium (DMEM; PAN Biotech; P04-03590) and Ham’s F-12 (PAN Biotech; P04-15500) supplemented with 10% fetal bovine serum, 2 mM glutamine, 100 U/mL penicillin, 100 µg/mL streptomycin, 3,0 g/L Na_2_CO_3_ and 5 mM HEPES. To generate OK cell line overexpressing ZBTB16 (PLZF) we used lentiviral supernatant produced by Dr. Emmanuel Di Valentin (University of Liège, GIGA-Viral Vectors Platform) using ViraSafe™ Lentiviral Packaging System, Pantropic (VPK-206) with TET-On 3G system. Briefly, HEK 293T cells were transient transfected with plasmids encoding for the components of the virion and the transgene sequences for human PLZF (TetO-FUW-PLZF, gift from Rudolf Jaenisch, Addgene plasmid # 61543 [54], transactivator protein (pLV EF1a TET3G) and GFP (pLV TREG EmGFP). Lentivirus was harvested, concentrated and purified, and applied to target cells in two sequential transductions. We first established a cell line only expressing transactivator protein (referred to as “inducer”) by incubating OK cells with EF1a TET3G (3.18E + 08 TU/mL) in the presence of 6 µg/mL of diethylaminoethyl (DEAE)-dextran followed by selection with 100 µg/mL hygromycin. The “inducer” cell line was used for second transduction with TetOn hPLZF (referred to as “ZBTB16”) and TREG EmGFP (referred to as “GFP”) serving as fluorescent transduction control. “ZBTB16” and “GFP” cell lines were cultured in a growth medium supplemented with tetracycline-free FBS and 100 µg/mL hygromycin. Autophagy flux was analyzed using bafilomycin 200 nM (Cayman Chemicals), 2 h prior to cell lysis of OK cells.

Conditionally immortalized murine podocytes (gift from Prof. N. Endlich, Greifswald University Medicine, Germany) and murine cortical collecting duct mpkCCD_c14_ cells (gift of Prof. Kortenoeven, University of Southern Denmark, Denmark) were used for hypoxia and high-glucose treatment. Podocytes were handled as described by Endlich et al. [55]. Briefly, podocytes were cultured in RPMI 1640 medium (Sigma Aldrich) supplemented with 10% fetal bovine serum (FBS; PAN), 100 U/mL penicillin, and 0.1 mg/mL streptomycin (Sigma Aldrich). For propagation, podocytes were cultured at 33 °C (permissive conditions). To induce differentiation, podocytes were maintained at 37 °C (nonpermissive conditions) for at least 10 days. The murine cortical collecting duct mpkCCD_c14_ cells were cultured in a 1:1 mixture of Dulbecco’s modified Eagles medium (DMEM; PAN Biotech; P04-03590) and Ham’s F-12 (PAN Biotech; P04-15500) supplemented with 60 nM Na^+^ selenate, 5 μg/mL transferrin, 50 nM dexamethasone, 1 nM triiodothyronine, 10 ng/mL epidermal growth factor, 5 μg/mL insulin, 2% fetal bovine serum, and 100 U/mL penicillin, 100 µg/mL streptomycin. For hypoxia and high-glucose treatment, differentiated podocytes and mpkCCD_c14_ were incubated in a starvation medium (FBS- and glucose-free) overnight under normoxic conditions (21% O_2_, 5% CO_2_ at 37 °C). Then, cells were exposed to high glucose at 25 mM (Merck) and to a 3% oxygen environment at 37 °C, 5% CO_2_ using a hypoxic chamber (Memmert, AtmoCONTROL) for 6 h or 24 h. Samples were collected for qRT-PCR analyses. OKC, mpkCCD_cl14_ cells, and immortalized podocytes were mycoplasma-free and are tested regularly once a month.

### Determination of oxygen consumption

To enhance cell differentiation to a more physiological phenotype OK cells were seeded in a 96-well plate at a density of 40,000 cells/well in a growth medium and cultured under standard conditions. After 24 h, cells were cultured on an orbital shaker at 1 Hz shear conditions. After another 24 h, cells were washed with PBS, and the medium was replaced by 70 µL low glucose medium (DMEM [GIBCO; A1443001] including 1 g/L glucose, 3,7 g/L sodium bicarbonate, 4 mM glutamine, 100 U/mL penicillin and 100 µg/mL streptomycin) supplemented without or with 1 µg/mL doxycycline. After another 48 h, cells were washed with PBS and cultured in 70 µL no glucose medium (DMEM [GIBCO; A1443001] including 2,2 g/L sodium bicarbonate, 2 mM glutamine, 100 U/mL penicillin and 100 µg/mL streptomycin) for 24 h. After this treatment, the oxygen consumption rate was measured using the Extracellular Oxygen Consumption Assay (Abcam ab197243) according to the manufacturer’s recommendations. To test a potential effect of isopentylamine/isoamylamine (Sigma, cat.nr.126810) on oxygen consumption rate (OCR) using OK cells, isopentylamine (1 mmol/L as established in Ferrero et al. [56])) was added to the corresponding wells prior to measurement. Experiments were performed in duplicate and repeated 3 times.

### Measurement of glomerular filtration rate in conscious mice

Glomerular filtration rate (GFR) was studied ten weeks after diabetes induction. Mice received a bolus injection of FITC-sinistrin (2 µg/g bw; MediBeacon, Mannheim Germany) i.v. followed by blood sampling at 3, 5, 7, 10, 15, 35, 56, and 75 min after injection according to Rieg et al. [57]. Sample fluorescence intensities were measured using a plate reader (GENios, TECAN, Austria), and a two-phase exponential decay curve fitting was performed using GraphPadPrism software to calculate GFR.

### Fluid intake, blood, and urine collection/analysis

Mice were placed for 24 h in metabolic cages for urine collection. Retroorbital blood sampling was performed subsequently. Blood and urine samples were analyzed at the Fribourg Cantonal Hospital (Laboratoire HFR) using an ion-selective electrode indirect method for the detection of Na^+^, K^+^, Cl^-^, Cat. No. 0588392001 (ISE indirect Na^+^, K^+^, C^-^ for Gen.2, Roche, Basel Switzerland); quantitative determination of creatinine, kit CREJ2- Cat. No. 04810716 190 (Creatinine Jaffé Gen.2, Roche, Basel Switzerland) and; quantitative determination of urinary protein using TPUC3, Cat. No. 03333825 190 (Total Protein Urine/CSF Gen.3, Roche, Basel Switzerland) on instrument Cobas 6000 (Roche, Basel, Switzerland). Analysis was performed in a blinded fashion.

### Fixation and tissue processing for immunohistochemistry and immunoblotting

Mice were anesthetized by intraperitoneal injection of ketamine/xylazine and kidneys were removed and shock-frozen for biochemical evaluation or perfused retrogradely through the aorta by using 4% PFA in PBS. Perfusion-fixed specimens were post-processed for cryo-, paraffin-, and epon-embedding for further histochemical, light, and electron microscopy analysis. For immunoblotting, membrane and nuclear fractions were prepared from shock-frozen renal cortices. Membrane fractions were prepared using 0.25 mol/L sucrose buffer containing triethanolamine (0.13%), proteases inhibitors, and phosphatases inhibitors (Roche) and processed as described [58]. Soluble nuclear and insoluble nuclear protein fractions were prepared using the Nuclear Extract Kit (Abcam, ab219177) according to the manufacturer’s recommendations. Protein content was determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, USA), and protein amounts were adjusted based on coomassie staining.

### RNA isolation and RNA sequencing

RNA was isolated from frozen kidney cortices according to the manufacturer´s instruction (NucleoSpin RNA/protein, Machery & Nagel). 2 µg RNA was reverse transcribed into cDNA in the presence of M-MLV reverse transcriptase (Promega), dNTP and random hexamer primer. RNA isolated from renal cortices of 2 mice were pooled for one RNA sequencing measurement with *n* = 6 mice for control, *n* = 4 mice for VHL^ΔPT^, *n* = 4 mice for con/STZ, and *n* = 4 mice for VHL^ΔPT^/STZ. The RNA quality expressed as RIN^e^ used for RNA sequencing analysis was 7.5 ± 0.4 (mean ± SEM).

#### RNA-Seq sequence details

Paired-end sequencing libraries were constructed for replicates of each genotype from the total RNA isolated, employing the True Seq stranded mRNA Poly ATrue Seq stranded mRNA Poly A library kit. Subsequent sequencing was performed on the Illumina HiSeq3000 (1 × 50 bp) using standard protocols.

#### RNA-Seq pipeline

We used our in-house RNA-Seq pipeline to map and align the sequenced data (https://github.com/nf-core/rnaseq). The workflow processed the raw data from the sequencer with FastQC v0.11 [59] and Trimgalore v0.4 [60]. aligned the reads with STAR v2.5.2b [61] and generated gene counts with feature counts v1.5.2 [62] and StringTie v1.3.3b [63]. Quality control was assessed throughout with RSeqQC [64], dupRadar [65], Preseq [66], and MultiQC v1.4 [67]. As reference genomes, we used GRCm38 *Mus musculus* genome (Genome Reference Consortium Mouse Build 38 and GenBank Assembly ID: GCA_000001635.8), with the total of reads per sample aligning on an average of 83.56%.

#### RNA-Seq analysis

Differentially expressed genes were identified by comparing the expression profiles of the different genotypes. Statistical analysis was performed using R v3.6.3.To identify differentially expressed genes between patients and time points, we used DESeq2 R package v1.26.0 [68]. DESeq2 was used for executing pairwise comparisons between genotypes. This statistical tool is based on a negative binomial distribution model with dispersion trend smoothing and was also used to determine the normalized read counts per sample by estimating size factors to control for library size, followed by a log2 transformation of the raw count data using DESeq2. Gene ontology analysis was performed employing a two-sided Fisher’s exact test as described before [69]. The corresponding biological processes were obtained from the Gene Ontology Consortium (www.geneontology.org).

### Quantitative RT-PCR (qRT-PCR)

Total RNA was extracted from cultured opossum kidney cells (OKC), podocytes, and mpkCCD_c14_ cells using NucleoSpin RNA purification kit (Macherey-Nagel, Düren Germany) according to the manufacturer´s protocol. For cDNA synthesis, reverse transcription was performed using random hexamer primers (0.2 µg/µL; Thermo Scientific, Munich Germany) and M-MLV RT RNase (Promega, Walldorf Germany). Quantitative real-time PCR was performed using an ABI 7500 Fast Real-Time PCR System (Applied Biosystems, Dreieich Germany) with either qPCR MasterMix Plus (Eurogentec) and TaqMan gene expression assays ID Mm00437304_m1 (Vegfa FAM) and Mm00446973_m1 (Tbp VIC) or HOT FIREPol® EvaGreen® qPCR Mix Plus (Solis BioDyne, Tartu Estonia) for genes listed in Table S2. The relative abundance of *Vegfa* mRNA in podocytes and mpkCCD_c14_ cells was normalized to that of *Tbp* using the comparative cycle threshold method (2^−ΔΔCT^); genes listed in Table S2 were normalized against the housekeeping gene *Gapdh*.

### RNA in situ hybridization

For BaseScope™ and RNAScope^R^ analysis, 5 µm paraffin sections were stained with BaseScope™ Detection Reagent Kit v2-RED (cat. no. 323910, Bio-Techne, Abingdon, UK) using a 3-ZZ mouse *Vhl* probe directed against Exon 1 (cat. no. 715931, accession no. NM_009507) or RNAScope^R^ 2.5. HD Assay-RED (cat. no. 322350, Bio-Techne, Abingdon, UK) using a mouse *Ldc-1* probe (cat. no. 864121), respectively. Scopes were carried out according to the manufacturer’s instructions. To verify mRNA quality a probe against the housekeeping gene peptidylprolyl isomerase B (cat. no.701071, accession no. NM_011149.2) served as positive control. As negative control served a probe against the bacterial gene DapB (cat. no. 701011, accession no. EF191515). Afterward, sections were counterstained with anti-SGLT2 (kindly provided by H. Koepsell, Anatomy Würzburg Germany) to mark S1/2 proximal tubular segments or LRP2/megalin to mark total proximal tubule and DAPI for nuclei. Multicolor images from renal cortices were taken as Z-stacks using Leica Axiovert microscope and the number of VHL-positive cells per glomeruli or in SGLT2-positive proximal tubules compared to all SGLT2-positive proximal tubule cells was determined. For *Ldc-1* probe multicolor images from kidney cortices were taken using Abberior Facility Line multilaser confocal scanning microscope and *Ldc-1*-positive cells in LRP2/megalin-positive proximal tubules were analyzed.

### Sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotting

Proteins were solubilized and SDS gel electrophoresis was performed on 10% polyacrylamide gels. After the electrophoretic transfer of the proteins to nitrocellulose membranes, equity in protein loading and blotting was verified by membrane staining using 0.1% Ponceau red. Membranes were probed with primary antibodies (s. list) and then exposed to HRP-conjugated secondary antibodies (Dianova, Hamburg, Germany). Immunoreactive bands were detected by chemiluminescence using Immobilon Western HRP substrate (Millipore, Darmstadt, Germany) in combination with the chemiluminescence imaging system Fusion SL (Peqlab, Erlangen, Germany) and further analyzed using ImageJ software. The resulting values are presented in the percent of control values obtained from the control group. Immunoreactive bands were normalized to the corresponding housekeeping proteins as indicated in the figures. Uncropped immunoblots are shown in Supplemental Fig. 7.

### Immunohistochemistry/immunocytochemistry

Paraffin sections were antigen-retrieved by high-pressure cooking in 0.1 M citrate buffer pH=6.0, followed by blocking endogenous peroxidase with 3% H_2_O_2_ in 100% methanol and by a blocking step using 5% skim milk/PBS. Sections were incubated with the respective primary antibody overnight followed by the suitable HRP- or fluorescence-coupled secondary antibody (Dianova). Signals were generated using 3,3’-diaminobenzidine for HRP staining. Specimens were analyzed using the Leica Axiovert microscope or STED microscope (FACILITY Line, Abberior).

Five-micrometer cryo sections were antigen-retrieved using 0.5% tritonX-100/PBS, blocked with 5% skim milk/PBS, incubated overnight at 4 °C with either acetylated tubulin, nNOS/NOS1, klotho, or glucocorticoid receptor followed by incubation with a suitable fluorochrome-coupled secondary antibody (Dianova). Nuclei were counterstained with DAPI (4′,6-diamidino-2-phenylindole, 100 ng/mL).

Cells grown on glass coverslips were fixed with 4% paraformaldehyde (PFA)/PBS for 10 min, permeabilized with 0.5% tritonX-100/PBS for 30 min, and blocked with 5% skim milk/PBS for 1 h. For detection of cell borders, cells were stained with ZO-1 followed by incubation with anti-ZBTB16 (Sigma; cat.no. HPA001499) and suitable fluorochrome-coupled secondary antibody (Dianova). Samples were analyzed using a STED microscope (FACILITY Line, Abberior).

### Antibodies

The following antibodies were used: rabbit anti-SGLT2 (generously provided by H. Koepsell), guinea pig anti-SGLT2 (generated by Pineda), guinea pig anti-NKCC2 (gift. S. Bachmann), rabbit anti-pNKCC2 (gift. S. Bachmann), rabbit anti-GLUT1 (Stressmarq, Victoria Canada), rabbit anti-NHE3 (NBP1-8257 Novus, Stressmarq), goat anti-VEGF (R & D Systems), rat anti-Meca32 (PV-1, Abcam), rabbit anti-ZBTB16 (LSBio; LS-C680061 and Sigma; HPA001499), rabbit anti-Zbtb16 (Sigma Aldrich), rabbit anti-Klotho (Abcam, ab181373), rabbit anti-glucocorticoid-receptor (Gene Tex; GTX101120), mouse anti-GAPDH (Santa Cruz, sc-32233), rabbit anti-Histone 3 (Proteintech; 17168-1-AP), mouse anti-β-actin (Santa Cruz, sc-4777), rat anti-ZO-1 (Millipore, R40.76; MABT11), rabbit anti-nNOS (Cayman Chemical; cat.no.160870-1), guinea pig anti-LRP2 [70], Alexa-647-phalloidin (Molecular Probes; A22287), rabbit anti-PCNA (Proteintech; cat.no 60097-1-Ig), rabbit anti-GFP (Cell Signaling; cat.no. 2037), rabbit anti-LC3A/B (Abcam; ab128025), rabbit anti-SQSTM1/p62 (St John’s Laboratory; STJ195471), rabbit anti-HIF-1α (Novus; NB100-479), mouse anti-acetylated tubulin (Sigma Aldrich; clone 6-11B-1), rabbit anti-VEGF-A (Abcam, ab52917), mouse anti-flotillin-1 (BD Transduction; cat.no. 610820), and rabbit anti-H3K4me3 (Abcam, ab8580).

### Morphometry and glomerular and tubulointerstitial injury score

Morphometry. Images of glomeruli from PAS-stained paraffin sections and toluidine blue-stained semi-thin sections of each animal per group were taken using a light microscope (Axiovert, Zeiss) and the size of glomerular tuft, Bowmans capsule, and capillary area was determined using Fiji ImageJ. For measurement of Bowman’s capsule and glomerular tuft area, only glomeruli with visible extracellular mesangium and macula densa were analyzed. Ultra-thin sections were stained with uranyl acetate and lead citrate and transmission electron microscopy (TEM) was used to evaluate the morphology of the glomerular filtration barrier and the early proximal tubule epithelial cells (PTC) of the kidney. Only tangential cut glomerular filtration barrier and PTC were analyzed. Images from ultra-thin sections were taken using TEM (JEM 1400 plus, JOEL) and TemCam F416 (TVIPS). Then, glomerular and tubular basement membrane thickness, podocyte foot processes per glomerular basement membrane, tubular epithelial height, microvilli length, and invaginations per cell surface were determined using Fiji ImageJ. PT albumin uptake was determined by counting albumin-positive vesicles per PT nuclei on immunohistochemically stained paraffin sections. Glomerular and tubulointerstitial injury score. Periodic acid-Schiff (PAS) stained 5 µm paraffin sections were studied to evaluate the degree and extent of glomerular injury. Signs of glomerular damage comprised thickening of the glomerular basement membrane, mesangial expansion, and podocyte hypertrophy. A semi-quantitative score was applied and the severity of damage for each glomerulus was graded from 0 to 4 as follows: 0 represents no lesion, 1 represents glomerular basement membrane thickening and mesangial matrix expansion, 2 represents additional podocyte hypertrophy, 3 represents additional podocyte loss, and 4 represent additional nodular mesangial lesions and mesangiolysis. A whole-kidney average score was obtained by averaging scores from all glomeruli in one section. For the tubulointerstitial injury characterization tubular dilation and atrophy, necrosis, proteinaceous casts, and fibrosis were assessed per 20x images taken from kidney cortices and severity was graded from 0 to 4 as follows: 0 represents no lesion, 1 injury <25% of the image, while 2, 3, and 4 represent injury of 25 to 50%, 50 to 75%, and >75% of the image, respectively. Circa 20–30 images per kidney per animal were determined. All analyses were performed in an observer-blinded fashion.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7.0 (GraphPad Prism). Data are provided as arithmetic means ± SEM with *n* representing the number of used mice/ samples. To test statistical significance, one-way ANOVA (Kruskal–Wallis test) followed by Dunn´s test was performed for comparing three or four groups; student’s *t*-test (nonparametric Mann–Whitney-*U*-test) was used for the comparison of two groups in cell culture experiments (GraphPad 7.0). *P < 0.05, **P < 0.01, ***P < 0.001 was considered statistically significant.

## Supplementary information

Supplemental Material

Supplemental Table 1

uncropped western blot data

## Data Availability

All data generated or analyzed during this study are included in the published article and supplementary material. Raw data and processed data from RNA sequencing analysis are uploaded on GEO (https://www.ncbi.nlm.nih.gov/geo/; accession number: GSE210401). No applicable resources were generated or analyzed during the current study. Supplementary information is available at *Cell Death & Disease*’s website. Additional data are available from the corresponding author on reasonable request.

# Supplementary material for: Targeted deletion of von-Hippel-Lindau in the proximal tubule conditions the kidney against early diabetic kidney disease
**Source:** Cell Death Dis. 2023 Aug 26;14(8):562. doi: 10.1038/s41419-023-06074-7
**Supplement:** Supplementary file 1 — Supplemental Material

**Supplemental Figures**

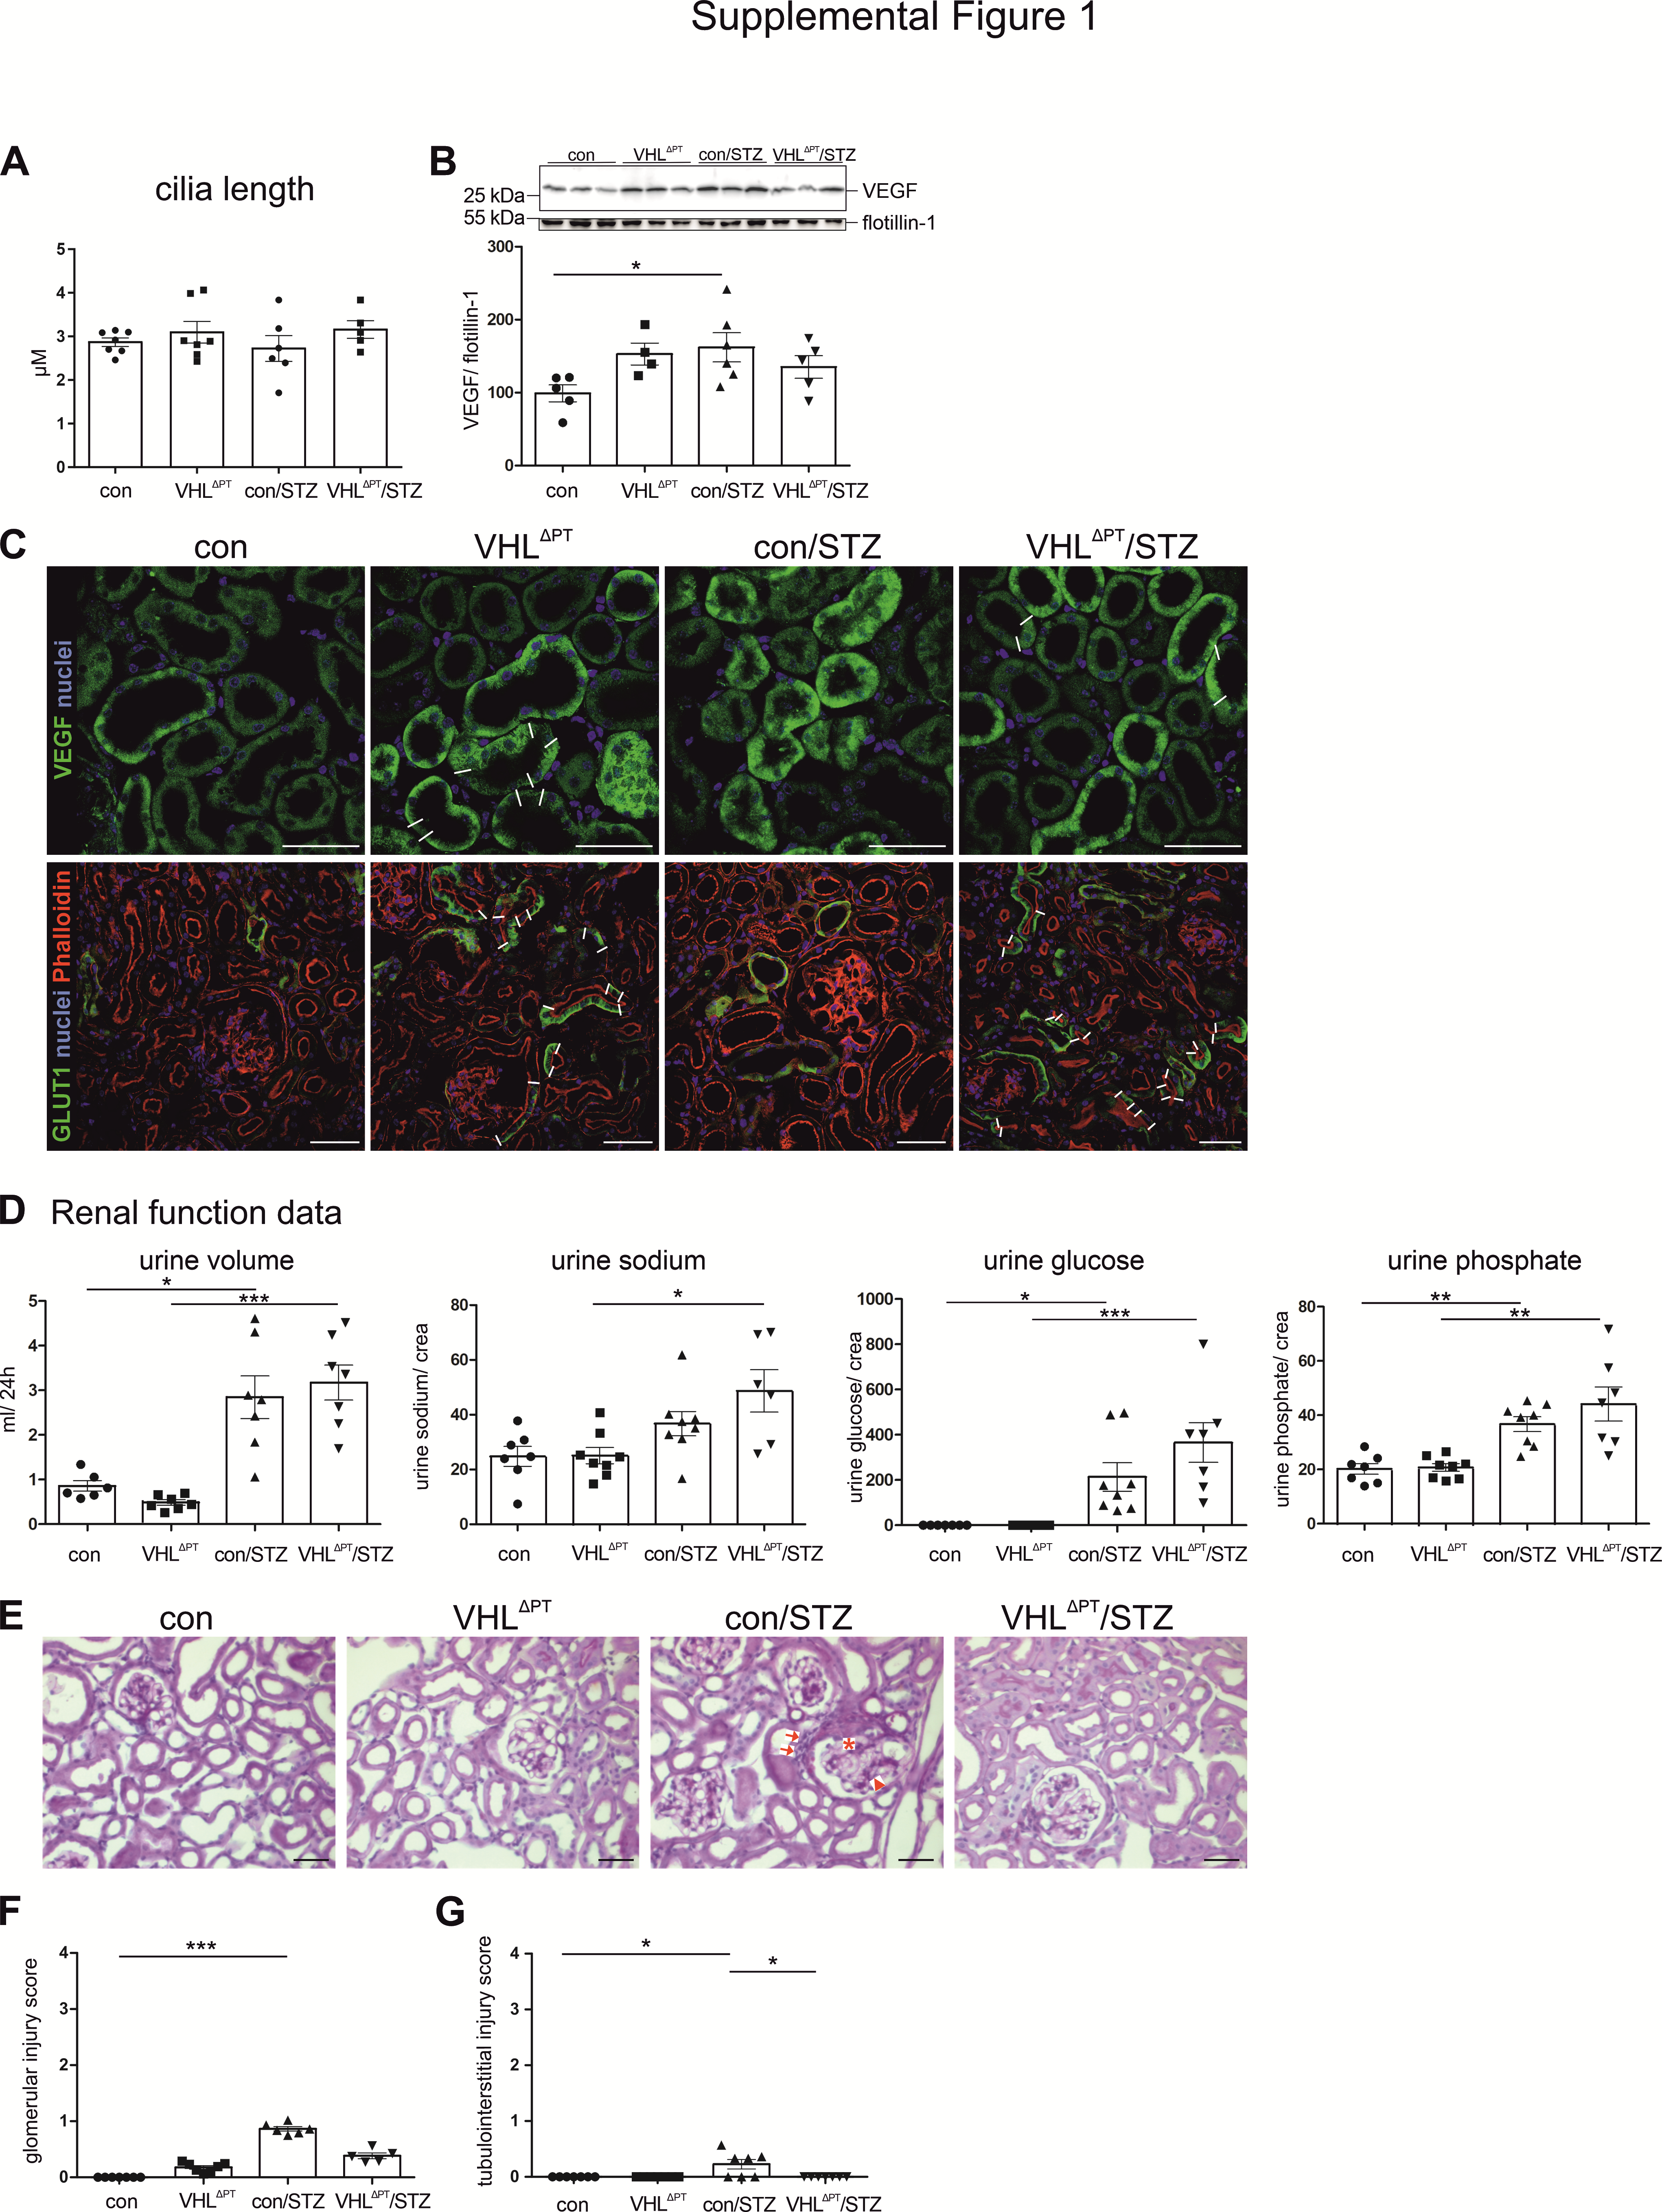

**Supplemental Figure 1. Cilia length, expression of VEGF and GLUT-1, renal function data and renal morphology.** (**A**) Cilia length in µm. Arithmetic means ± SEM of n = 4-7 per group. (**B**) Western blots of renal VEGF abundance and densitometric evaluation of control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ with flotillin-1 as reference. Arithmetic means ± SEM of n = 4-5 per group; **P* < 0.05. (**C**) Representative images of immunohistochemical staining of VEGF and GLUT-1 obtained from control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Scale bar = 50 µm. (**D**) Renal function data: urine volume, urine sodium, urine glucose and urine phosphate of control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Arithmetic means ± SEM of n = 5-7 per group; **P* < 0.05, ***P* < 0.01, ****P* < 0.001. (**E**) Representative images of PAS stained renal cortices of control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Scale bar = 50 µm. Note, the matrix expansion (asterisk), glomerular basement membrane thickening (arrow head) and fibrotic area (arrow). (**F** and **G**) Semi-quantitative evaluation of glomerular injury (**F**) or tubulointerstitial injury (**G**) of control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Arithmetic means ± SEM of n = 5-7 per group; **P* < 0.05, ****P* < 0.001. (**A**, **B**, **D**, **F** and **G**) Each point or band represents an individual mouse. Nonparametric Kruskal-Wallis with Dunn’s post test.

**
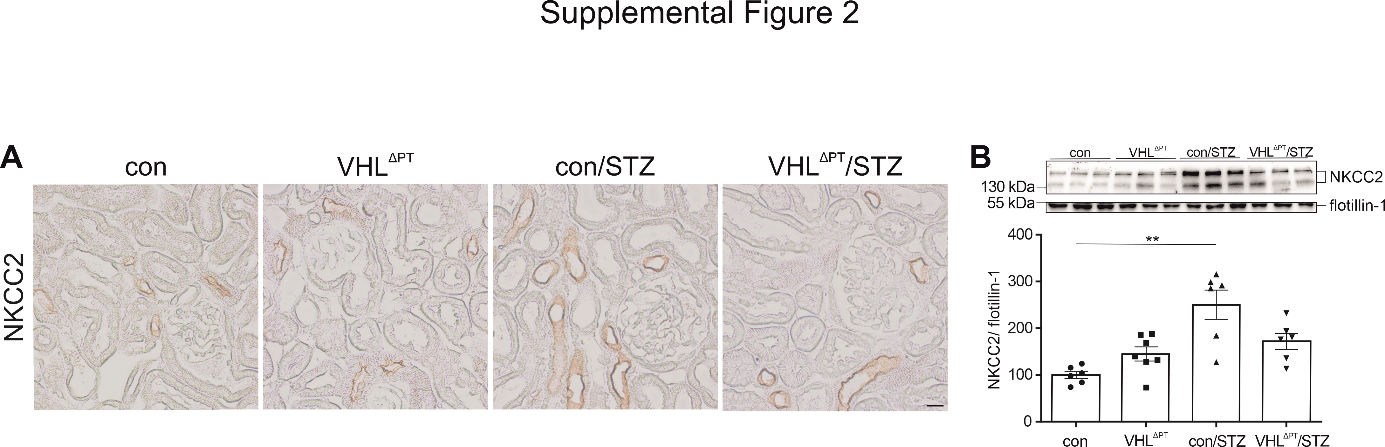
**

**Supplemental Figure 2. Localization and expression of NKCC2.** (**A**) Representative images of immunohistochemical staining of NKCC2 obtained from control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Scale bar = 20 µm. (**B**) Representative blot and densitometrical evaluation of western blot of NKCC2 obtained from control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ with flotillin-1 as reference. The higher expression level seemed to be independent of vasopressin-mediated phosphorylation, since p-NKCC2/NKCC2 ratio remained unaltered (data are not shown). Arithmetic means ± SEM of n = 5-7 per group; ***P* < 0.01. Each point or band represents an individual mouse. Nonparametric Kruskal-Wallis with Dunn’s post test.

**
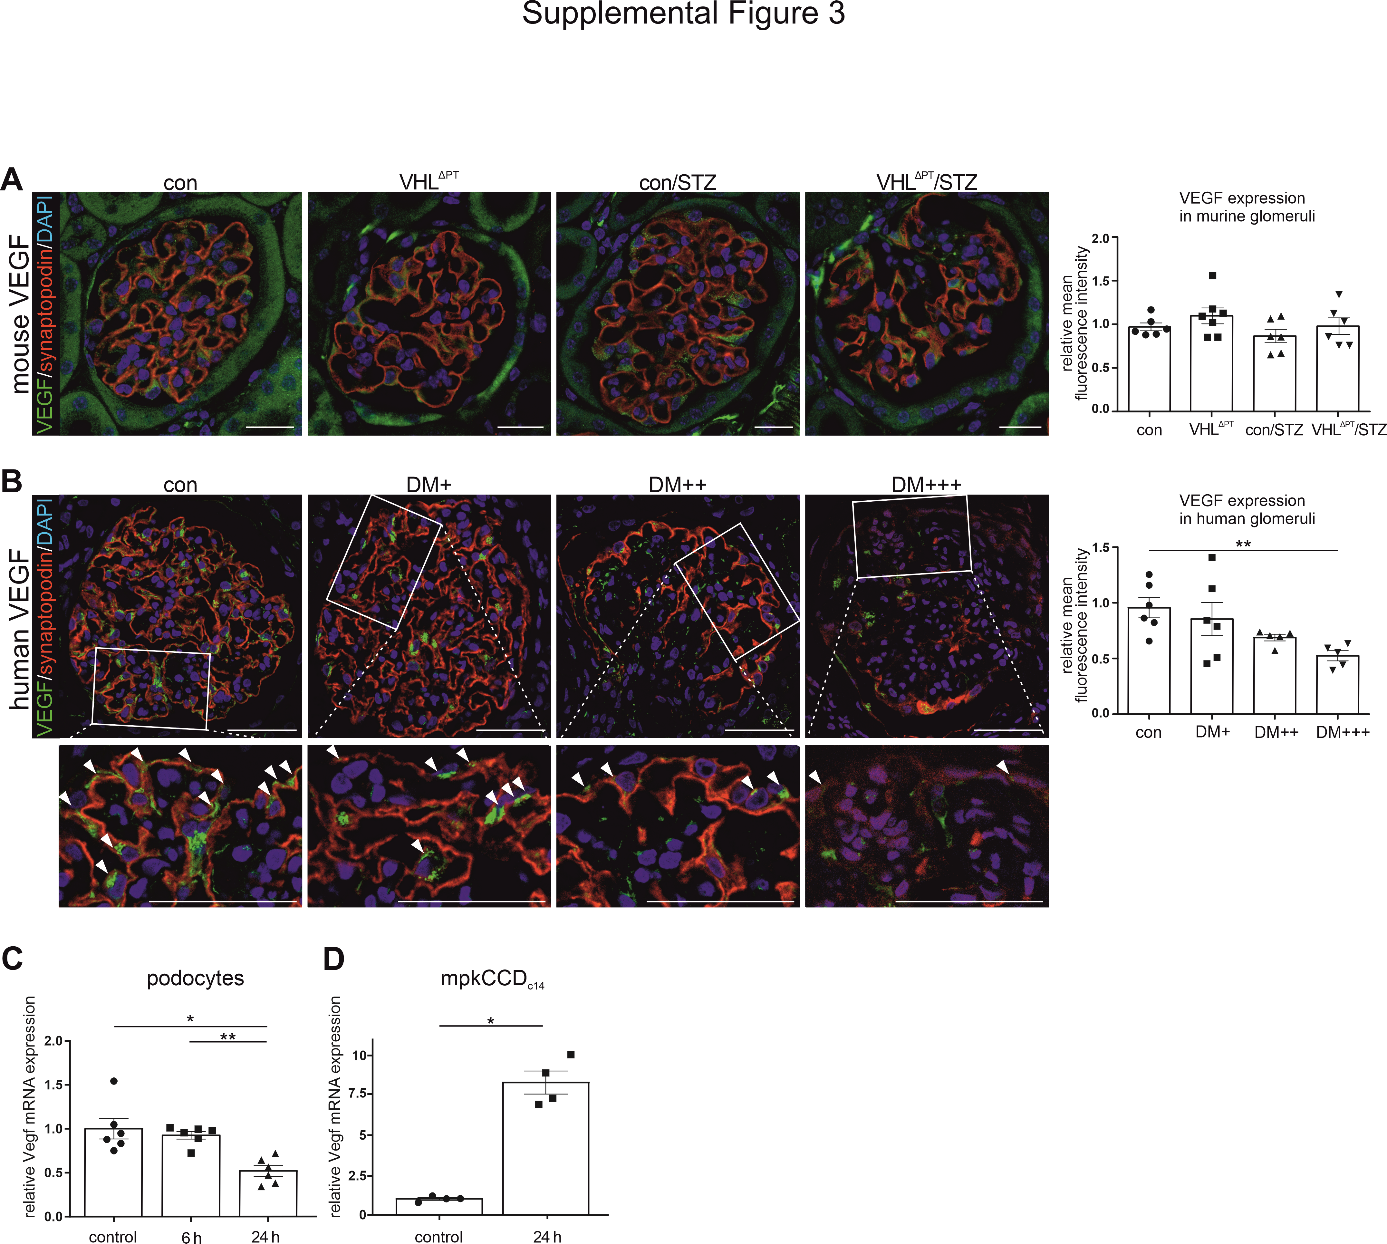
**

**Supplemental Figure 3. Glomerular VEGF expression in the mouse model and human biopsies with DKD. (A)** Representative images of immunohistochemical double staining of glomerular VEGF and synaptopodin (to visualize podocytes) in control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Magnification scale bar = 20 µm. Mean vascular endothelial growth factor (VEGF) fluorescence intensities obtained from control, VHL^ΔPT^, con/STZ and VHL^ΔPT^/STZ. Arithmetic means ± SEM of n = 5-7 per group. (**B**) Representative images of immunohistochemical double staining of glomerular VEGF and synaptopodin (to visualize podocytes) from human biopsies of patients with interstitial nephritis (control), mild DM (DM+), moderate DM (DM++) and severe DM (DM+++). Magnification scale bar = 50 µm. Mean VEGF fluorescence intensities obtained from mild DM (DM+), moderate DM (DM++) and severe DM (DM+++) compared to control (interstitial nephritis). Arithmetic means ± SEM of n = 5-6 per group. ***P* < 0.01. Below, detailed higher magnification image as marked in the image above. Scale bar = 50 µm. (**C**) VEGF mRNA expression of podocytes treated with high glucose and hypoxia for 6 and 24 hours. Arithmetic means ± SEM of n = 6 per group; **P* < 0.05, ***P* < 0.01. (**D**) VEGF mRNA expression of mpkCCD_c14_ cells treated with high glucose and hypoxia for 24 hours. Arithmetic means ± SEM of n = 4 per group; **P* < 0.05. Each point represents an individual mouse or patient. Nonparametric Kruskal-Wallis with Dunn’s post test.

**
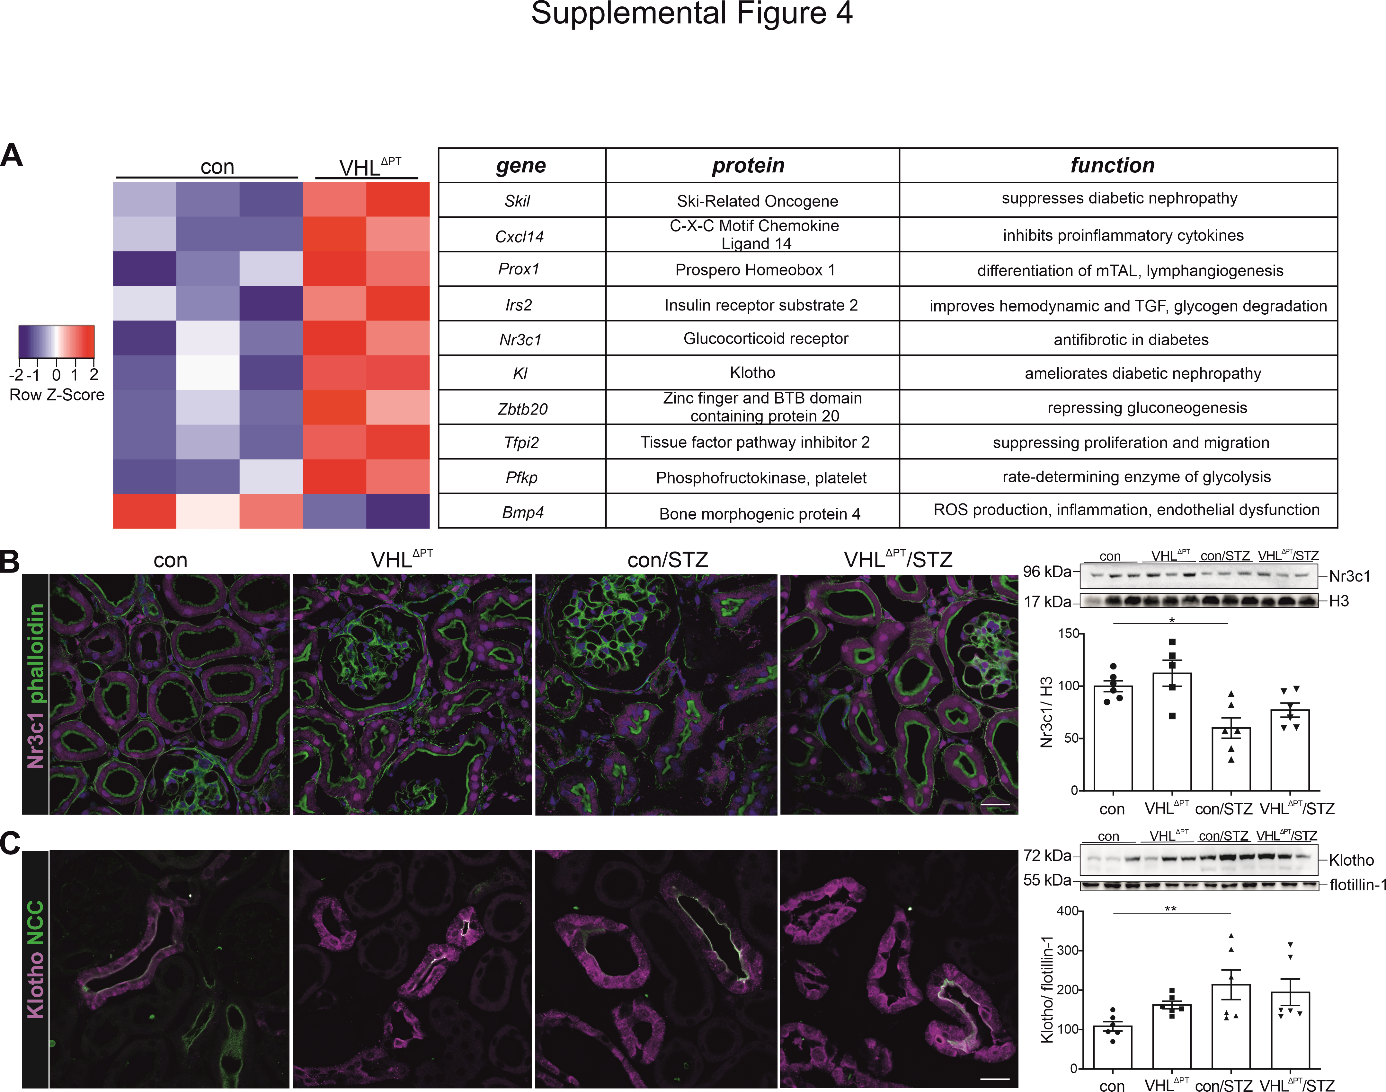
**

**Supplemental Figure 4**. **Proximal tubular *Vhl* deletion augments or reduces gene expression known to result in an amelioration of DKD.** (**A**) Heat map and table of genes significantly increased or reduced between control and VHL^∆PT^ with functions in improving diabetes outcome. Filter criteria DESeq P-values < 0.05, fold change > 1.5. (**B**) In VHL^ΔPT^, a strong glucocorticoid receptor expression was found in nuclei of PT and, to a lesser extent, in the distal tubule in comparison to controls. Scale bar = 20 µm. Arithmetic means ± SEM of n = 5-6 per group; **P* < 0.05. Western blot analysis of verified nuclear fractions revealed a slightly higher expression level in VHL^ΔPT^, and reduced expression level in con/STZ and VHL^ΔPT^/STZ Histone H3 was used as reference. (**C**) Klotho, which is expressed in the distal and connecting tubule, was increased in VHL^ΔPT^, con/STZ and VHL^ΔPT^/STZ mice with flotillin-1 as reference. Scale bar = 20 µm. Arithmetic means ± SEM of n = 5-6 per group; ***P* < 0.01. (**B** and **C**) Each point or band represents an individual mouse. Nonparametric Kruskal-Wallis with Dunn’s post test.

**
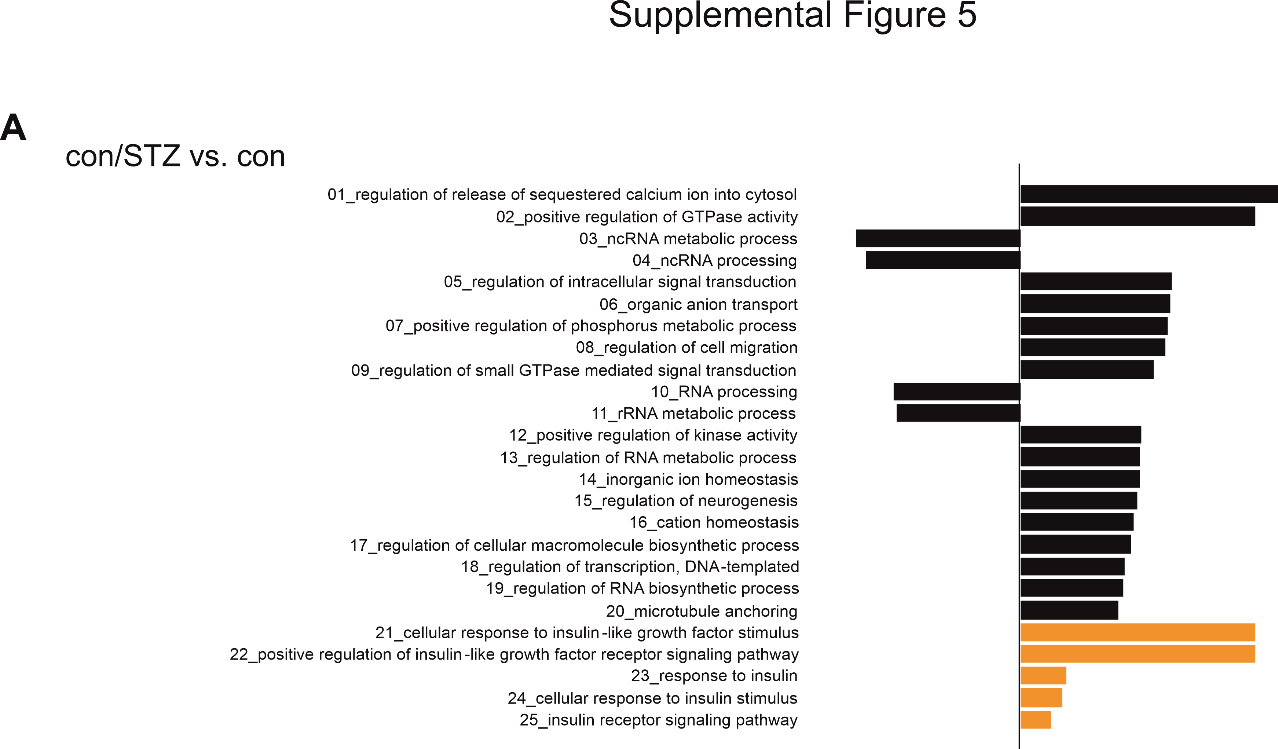
**

**Supplemental Figure 5. Gene ontology enrichment analysis of con /STZ vs. con.** Top 25 biological processes enriched/depleted in the corresponding comparisons. In addition, processes containing the term „insulin“ are shown in orange and listed.

**
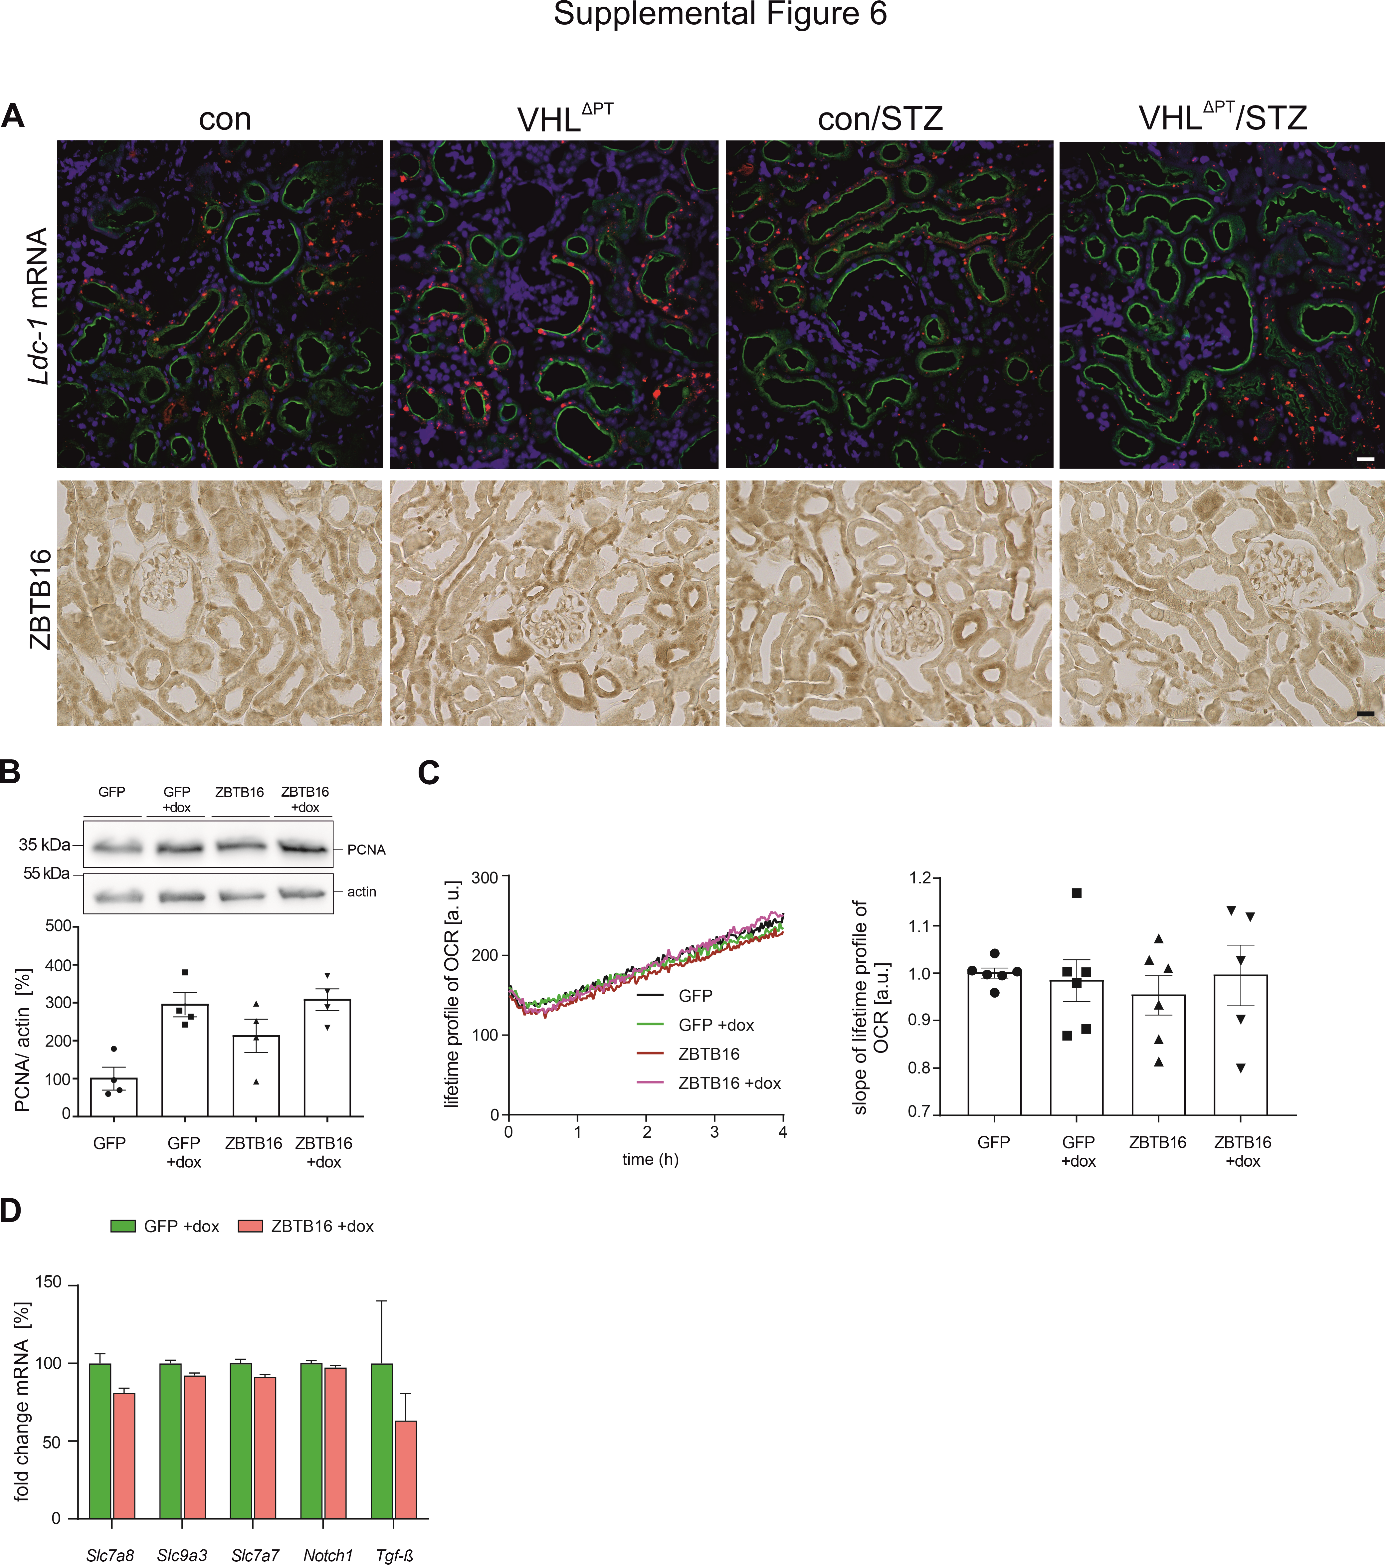
Supplemental Figure 6. Localisation of *Ldc-1* and ZBTB16 and analysis of ZBTB16 function in cell proliferation, cellular oxygen consumption and changes in transcript abundances.** (**A**) In situ hybridization for *Ldc-1* mRNA and immunohistochemistry of ZBTB16 in control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ. Magnification scale bar = 20 µm. (**B**) Western blot of nuclear fractions and densitometrical evaluation of PCNA obtained from control (GFP) and ZBTB16 overexpressing OKC with actin as reference. n = 4 independent experiments. (**C**) OCR of control (GFP) and ZBTB16 overexpressing OKC. Arithmetic means ± SEM, n = 5-6 independent experiments. (**D**) Quantitative RT-PCR analysis of *Slc7a8*, *Slc9a3*, *Slc7a7*, *Notch1* and *Tgf-ß* in control (GFP) and ZBTB16 overexpressing OKC. Arithmetic means ± SEM of n = 9 independent experiments.

**Supplemental Table 1. mRNA levels of control, VHL^∆PT^, con/STZ and VHL^∆PT^/STZ.**

mRNA sequencing performed on mRNA isolated from renal specimen of control, VHL^∆PT^, con/STZ and VHL^∆PT^/ STZ. All relevant data have been deposited in the Gene Expression Omnibus under accession number GSE210401. (please see Excel-sheet „Supplemental_Table_1.xlsx" and „SupplementalFile_for_Supplemental_Table_1.txt")

**Supplemental Table 2.** Quantitative RT-PCR primers and settings.

| Primer | Sequence (5′-3′) | Product size (bp) | PCR cycles | Annealing temperature (°C) |
| --- | --- | --- | --- | --- |
| *Gapdh for* | gaatccaccggcgtctttac | 271 | 40 | 63 |
| *Gapdh rev* | gtcttctgggtagcggtgat |  |  |  |
| *Slc7a7 for* | gccatccctgctcttcaatg | 200 |  | 62 |
| *Slc7a7 rev* | aggcagaagacaatggggaa |  |  |  |
| *Slc7a8 for* | tgggccttgctctcattgta | 189 |  | 59 |
| *Slc7a8 rev* | tggttggtggggtagatcac |  |  |  |
| *Slc9a3 for* | tctgggactcttgctcttg | 241 |  | 62 |
| *Slc9a3 rev* | aggacaatgagcagagcact |  |  |  |
| *Notch1 for* | ctcctctccatgcagctgta | 170 |  | 59 |
| *Notch1 rev* | tgcatgggagttgatcagg |  |  |  |
| *Tgf-β for* | ctaccatgccaacttctgcc | 168 |  | 63 |
| *Tgf-β rev* | cggcccacatagtagacgat |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

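RNA of whole kidney cortex from male mice was sequenced in 4 groups: con with 3 libraries and VHL ΔPT, con/STZ and VHL ΔPT/STZ with 2 libraries each, every library from pooled RNA of 2 mice. The groups and the numbers of the libraries were taken from the sample titles and from the description sheet of the deposited workbook. The labels do not say that the numbers pair the libraries. Of 12 correlations between libraries of the same number in different groups, 4 were above 0.1 and the range was -0.109 to 0.273. In a group of 2 the deviations mirror each other, so some of these values repeat, and they do not settle whether the libraries are paired. Pooling hides the spread between mice, so the errors given here are between pools.

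The authors checked reads with FastQC 0.11 and MultiQC 1.4, trimmed them with Trim Galore 0.4, aligned them to GRCm38 with STAR 2.5.2b and counted them with featureCounts 1.5.2 and StringTie 1.3.3b. The signal values used here are the quantile normalized gene counts that the authors deposited. The tool and the stage of the quantile normalization are not given in the sources used here. Most values are not whole numbers, the largest are identical in all 9 libraries and the totals are nearly equal, so they are not read counts and the depth of each library is not known. The authors' deposited table also holds a score per comparison, the signed linear fold between group medians of the same values, with the negative reciprocal where a gene is lower. It further holds adjusted p-values that the authors made with DESeq2 1.26.0 in R 3.6.3 from their counts. In 4 of these columns, 39 cells hold values above 1, which an adjusted p-value cannot take. The authors' folds and p-values were used only for comparison with the paper's values.

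From the deposited values, log2(value + 1) of the 14437 genes with a mean of at least 10 over the 9 libraries was fitted with limma 3.58.1 in R 4.3.3, as 4 group means with a mean-variance trend and 5 residual degrees of freedom. The comparisons were each group against con, VHL ΔPT/STZ against con/STZ and against VHL ΔPT, the 3 groups together against con, and the interaction of genotype and STZ. Tests were moderated t statistics, two-sided, adjusted by Benjamini-Hochberg over the genes tested in each comparison. A gene was called at an adjusted p under 0.05 and a fold change over 1.5, the thresholds stated in the paper's legends. DESeq2 was not fitted here, since quantile normalized values are not counts. Leaving out 1 library of a group of 2 leaves a lone library, which is then assumed to vary like the other groups.

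Gene lists of known function, cell types and the genes named by the paper were written from general knowledge and from the paper's text, 41 in all. For 40 with at least 2 genes measured, the members that passed, their median change and a competitive set test (camera, with a preset correlation of 0.01 and with the correlation estimated for each list) and a rotation test (fry) were computed, in 5 comparisons. Because genes of a list move together, only the estimated correlation is used for a statement about a list as a whole, and 0 of the 200 results passed with it, against 94 with the preset correlation and 36 with fry. Beside the paper's genes and list members, the genes named are those with the 12 largest rises and falls per comparison among called genes with a mean of at least 50 and no overlap between groups, leaving out predicted gene models.

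Gene lengths are the merged exon bases of GENCODE M21 on GRCm38, found for 14420 of the genes tested (99.88%). For the length correction, the loess trend (span 0.5) of each library's deviation from the gene mean on log10 length was subtracted before the fit. The steps were tested on simulated data in which 200 genes were changed by known amounts. With a 4-fold change 81.8% of the changed genes were called in VHL ΔPT and 87.9% in con/STZ, and of 14237 unchanged genes 8 and 1 were called. In VHL ΔPT/STZ against con/STZ, 50.7% were called with a 2-fold and 77.3% with a 4-fold change. The simulated genes varied independently and without a length trend, so these rates need not hold for the libraries themselves.

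The alternatives were a pseudocount of 10, no filter, a filter at a mean of 50, no zero in any library, rescaling by median ratios, limma without the trend, library weights, a replicate block, the length correction, leaving out each library in turn, only the groups compared, no fold threshold and unadjusted p. Gene names that a spreadsheet had turned into dates (24) were restored from their identifiers. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The gene ontology enrichment and the STRING network of the paper were not analysed here.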

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

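The tests of female RNA in the pool, of Xist switched on, of the selection of genes and of 1 of the 2 libraries were chosen only after the result was seen, as was leaving out 3 libraries together, whereas the tests of the male kidney list and of the length trend were written before their results. The bounds for female RNA and for Xist switched on were set against con/STZ 1 alone and were extended to con after that result was seen. The test of the male kidney list took the place of a wider one, of female RNA as the whole cause of the con/STZ calls.

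Xist, a gene the paper does not discuss, had a normalized count of 3205 in con/STZ 2 and of 0 to 6.22 in the other 8 libraries, of mice given as male. In con/STZ 2 the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty stood at 0.496, 0.41, 0.453 and 0.508 of con/STZ 1, with a median of 0.475, whereas the ratios between the libraries of VHL ΔPT and between those of VHL ΔPT/STZ were 0.685 to 1.076. Against the geometric mean of con they stood at 0.905, 0.525, 0.789 and 0.822 (median 0.805, and 0.617 with gene length taken out), and the lowest con library stood at 0.579 of the highest for Eif2s3y. Against the geometric mean of VHL ΔPT they stood at 0.451 to 0.593, and against that of VHL ΔPT/STZ at 0.459 to 0.611. With gene length taken out, con/STZ 2 was the lowest of the 9 libraries for each of them. Xist switched on in male kidney cells would leave the Y-linked genes at the level of other libraries, and these low ratios go against it. The ratios to con, up to 0.905, leave it open, and con/STZ 1 was itself at 1.281 to 1.825 of con for these genes. RNA of a female mouse in this pool of 2 and Xist switched on therefore cannot be told apart (highest ratio 0.508 to con/STZ 1 and 0.905 to con). Female RNA as the whole cause of the lower genes of the male kidney list in con/STZ is argued against, since in con/STZ 1 alone the median change of the list against con was -0.938, beside -1.717 in con/STZ 2 and -0.124 to 0.075 in the con libraries. Diabetes stays open for these genes.

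The interaction of genotype and STZ, a test of whether STZ changed the 2 genotypes differently, was called for 248 genes in limma, 204 of them negative, while VHL ΔPT/STZ against VHL ΔPT had 1 call (1593 genes at an unadjusted p under 0.05). Measured against con instead, the median gene called in con/STZ kept 62.13% of its change in VHL ΔPT/STZ. Selection of genes for a large change in con/STZ is argued against by libraries not used for the choice, in which the share was 0.659 (SD 0.0389 over 6 choices), and the length trend of the libraries by a share of 0.62 once it was taken out (SD 0.144 between the 2 libraries). A single library cannot be told apart from the group, since the share in VHL ΔPT/STZ 2 alone was 0.728 with an SD of 0.118 over the choices, against 0.543 (SD 0.0607) in VHL ΔPT/STZ 1. The count of 248 was 0 without con 3, VHL ΔPT 1 or VHL ΔPT 2, 1 without con 1, 3 without con/STZ 1, 4 without con/STZ 2, 26 without VHL ΔPT/STZ 2, 447 without con 2 and 706 without VHL ΔPT/STZ 1 (3746 at an unadjusted p under 0.05 with all 9), and 2 with gene length taken out. A different response of the VHL ΔPT kidney to STZ stays among the open explanations.

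Azgp1, a gene outside those the paper discusses, stood out from con with a log2 change of 9.38 in VHL ΔPT/STZ (6.86 with 10 instead of 1 added before the log), with normalized counts of 1199 and 1358 there and 0 to 3 in the other 7 libraries. Ceacam2, whose value is uncertain because it shares sequence with Ceacam1, differed between the genotypes in its response to STZ by 5.24 (standard error 0.62, adjusted p = 0.0286), with an adjusted p of 0.0681 without con 1, 0.056 without con 3, 0.132 without VHL ΔPT 1 and 0.13 without VHL ΔPT 2. Slc8a1 differed between the genotypes by -2.02 (standard error 0.19, adjusted p = 0.0211), with an adjusted p of 0.068 without con 1, 0.0516 without con 3, 0.12 without VHL ΔPT 1, 0.0675 without VHL ΔPT 2, 0.0587 without con/STZ 1 and 0.0804 without con/STZ 2.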

How the results depend on the processing

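Leaving out con 3 and VHL ΔPT/STZ 2, leaving out these with con/STZ 2, and the mirrored share on more genes are tests chosen after seeing the data. The number of reads per library is not in the deposited values, so what depth limits was not analysed here. A library left alone in its group is assumed to vary like the other groups. Except where stated, the cause was not tested.

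The con/STZ calls were the steadiest of the counts. With all 9 libraries limma called 2261 genes, and the count was within 1.5 times that under a pseudocount of 10, other filters, rescaling, no trend, library weights, the replicate block and leaving out con 3 and VHL ΔPT/STZ 2. It was 1437 with the length correction, 4082 without the fold threshold, 947 with 3 libraries left out, and 1067 to 2380 with 1 library left out (1067 without con/STZ 1, 1102 without con/STZ 2).

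The VHL ΔPT calls (280) were 0 without the trend, with the replicate block, with the length correction (2524 at an unadjusted p under 0.05), with only the groups compared in the limma fit, and with 3 libraries left out. They were 484 with library weights, 105 without con 3 and VHL ΔPT/STZ 2, 446 without the fold threshold and 1086 with an unadjusted p and the fold threshold. Leaving out 1 library gave 0 to 464, with 0 without con 1, con 3, either VHL ΔPT library or either con/STZ library, 464 without con 2, 430 without VHL ΔPT/STZ 1 and 429 without VHL ΔPT/STZ 2.

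The calls in VHL ΔPT/STZ against con (146) were 83 with no filter, 231 with a filter at a mean of 50, 1 without the trend, 4 with library weights, 1 with the replicate block, 2 with the length correction, 3 with only the groups compared, 1141 unadjusted, 5 without con 3 and VHL ΔPT/STZ 2, and 0 with 3 libraries left out. With 1 library left out they were 1 to 421: 1 without con 1, 5 without con 2, 3 without con 3, 2 without VHL ΔPT 1, VHL ΔPT 2, con/STZ 1 or con/STZ 2, 421 without VHL ΔPT/STZ 1 and 7 without VHL ΔPT/STZ 2.

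Against con/STZ, the count in VHL ΔPT/STZ (1 call) was 2 with a pseudocount of 10, 0 with no zero allowed in any library, which leaves Azgp1 untested, 294 unadjusted, 0 with either added set of libraries left out, and 0 to 3 with 1 left out (0 without VHL ΔPT/STZ 1 or 2, 2 without con 2 or con/STZ 2, 3 without con/STZ 1). Against VHL ΔPT (1 call) it was 0 with no zero allowed, 778 unadjusted, 0 with either added set, and 0 to 211 with 1 left out (211 without VHL ΔPT/STZ 1, 0 without VHL ΔPT/STZ 2, 2 without con 2). The interaction (248) was 561 with a filter at a mean of 50, 1 without the trend, 551 with library weights, 0 with the replicate block, 2 with the length correction, 2285 unadjusted, 0 with either added set, and 0 to 706 with 1 left out. The 3 groups against con (792) gave 0 with the replicate block, 238 with the length correction, 2688 without the fold threshold, 1341 unadjusted, 485 and 273 with the added sets, and 110 to 1051 with 1 left out (110 without con 3, 496 without con/STZ 1, 507 without con/STZ 2). With all libraries in limma, 3928 genes had an unadjusted p under 0.05 in VHL ΔPT, 3580 in VHL ΔPT/STZ, 957 against con/STZ, 1593 against VHL ΔPT, 3746 in the interaction and 5318 in the 3 groups. The fit with only the groups compared has no counterpart for the last of these and the interaction.

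The share of the con/STZ change kept in VHL ΔPT/STZ (0.621) was 0.659 cross-fitted, 0.556 and 0.543 with the added sets, and 0.572 to 0.65 with 1 library left out (0.572 without con/STZ 1, 0.586 without VHL ΔPT/STZ 2). Taken the other way, genes called in VHL ΔPT/STZ had 1.412 of that change in con/STZ. Cross-fitted on 146 genes the mirrored share was -1.541 with an SD of 7.06 over 6 choices, because medians near 0 stood in the denominator, and on 2261 genes it was 2.394 (SD 0.778). The correlation of VHL ΔPT and con/STZ changes (0.525) was 0.42 with the length correction, 0.656 over genes called in either, and 0.395 to 0.565 with 1 library left out (0.395 without VHL ΔPT 2). Simulated unchanged groups, which held no length trend and were not drawn anew for the corrected values, gave 0.404. The share of con/STZ calls also called in the other comparisons (32.77%) was 34.98 with a filter at a mean of 50, 0 with the replicate block, 14.96 with the length correction, 22.1 and 19.11 with the added sets, and 5.96 (without con 3) to 45.33 (without VHL ΔPT 1) with 1 left out.

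Of 200 list results, 94 passed with the preset correlation, 0 with an estimated correlation and 36 with fry, these being different tests of the same values. Of 377 named gene results, 200 passed, and 67 did without the trend, 68 with the replicate block, 61 with the length correction, 90 and 51 with the added sets, and 53 to 220 with 1 library left out (67 without con 1, 68 without con 3, 72 without either VHL ΔPT library, 55 without con/STZ 1, 53 without con/STZ 2). Results that passed kept their direction in the settings run, and 3 of the 377 were not tested with no zero allowed. The other side of the threshold was reached by 2 results with a pseudocount of 10, 28 with no filter, 26 with a filter at a mean of 50, 13 with rescaling, and 29 lost and 23 gained with library weights. Of the list results, 198 were the same with rescaling, 190 with the replicate block, 177 with the length correction, and 174 with 3 libraries left out.

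Some list results turned. For interferon in VHL ΔPT/STZ the set test turned with the replicate block (adjusted p = 0.924), while the median stayed negative, at -0.581 and then -0.005 (-0.831 to -0.005 with 1 library left out). With the length correction, the median of nuclear genes of oxidative phosphorylation went from -0.184 to 0.14 in con/STZ, -0.079 to 0.117 in VHL ΔPT/STZ and 0.085 to -0.033 between these, and that of cytosolic ribosomal proteins from -0.241 to 0.003 and -0.066 to 0.088. With 1 library left out the ranges in VHL ΔPT/STZ were -0.223 to 0.113 and -0.238 to 0.093, the highest of both without VHL ΔPT/STZ 1. The ranges in VHL ΔPT/STZ against con/STZ were -0.089 to 0.266 for oxidative phosphorylation (-0.089 and -0.098 with the added sets), -0.216 to 0.343 for glycolysis (0.063 with all), -0.036 to 1.06 for the male kidney list (0.5 with all) and -0.049 to 0.191 for PPARα and fatty acid oxidation (0.021 with all, -0.047 and -0.116 with the added sets).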

Differences from the paper's values

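The paper shows about 440 genes altered in VHL ΔPT against con in Fig. 3A, read by eye, and 280 were called here at the thresholds of the paper's legends, from quantile normalized values and limma. Of the alternatives set before the data were examined, these gave values within 1.5 times the paper's: 364 with a filter at a mean of 50, 326 with rescaling by median ratios, 484 with library weights, 464 without con 2, 430 without VHL ΔPT/STZ 1, 429 without VHL ΔPT/STZ 2 and 446 without the fold threshold. These did not: 275 with a pseudocount of 10, 212 with no filter, 222 with no zero in any library, 1086 with an unadjusted p, and 0 without the trend, with the replicate block, with the length correction, and without con 1, con 3, either VHL ΔPT library or either con/STZ library (limma, 3928 genes at an unadjusted p under 0.05 with all libraries). At an adjusted p of at most 0.05 and a fold of at least 1.5, the authors' deposited table holds 442 genes for this comparison, of which 243 are among the 280. For con/STZ the authors' deposited table holds 1903 genes, of which 1714 are among the 2261 called here, and for the 3 groups 607 (602 with no zero in any library), of which 527 are among the 792. Genes with a deposited adjusted p-value above 1 are left out of these counts.

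The authors' deposited table holds adjusted p-values above 1 for 34 genes in con/STZ, 3 in VHL ΔPT, 1 in VHL ΔPT/STZ against con/STZ and 1 in VHL ΔPT/STZ against VHL ΔPT, values an adjusted p-value cannot take. All 39 were called here, and Azgp1 is the gene in the last 2 comparisons. In the paper the HIF-1α related genes are a subset of those altered in con/STZ, whereas in the authors' deposited table 548 of the 607 genes passing over the 3 groups also pass in con/STZ.

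The paper gives the 10 genes of Fig. 3B and the 15 of Fig. 3C as altered in VHL ΔPT, con/STZ and VHL ΔPT/STZ together. The values here are of 1 group at a time against con, which is another comparison. A gene that did not pass in 1 group is therefore no contradiction of the paper. In VHL ΔPT, 7 of the 10 and 11 of the 15 passed here, and these did not: Lamc1 at 0.57 (adjusted p = 0.0598), Vcl at 0.84 (0.0557), Ctss at -0.40 (0.153), Notch1 at 0.74, Btbd7 at 1.08, Rictor at 0.75 and Pkn2 at 0.49. All 25 passed in con/STZ. Library weights called Btbd7, Lamc1, Pkn2, Rictor and Vcl in VHL ΔPT, leaving out VHL ΔPT/STZ 1 or VHL ΔPT/STZ 2 called Btbd7, Pkn2, Rictor and Vcl, a filter at a mean of 50 called Btbd7, Pkn2 and Vcl, and leaving out con 2 called Lamc1 and Notch1. Against con in VHL ΔPT/STZ, a filter at a mean of 50 added Col4a5, Eea1, Itgb8, Kdm1b, Nid2, Ogt and Pkn2, rescaling added Col4a5, Eea1, Kdm1b and Nid2, and leaving out VHL ΔPT/STZ 1 added Nid2. Leaving out con 3 and VHL ΔPT/STZ 2, chosen after seeing the values, called Vcl in VHL ΔPT and dropped 10 of the 18 genes that passed there with all libraries.

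The paper places 9 genes among those with the greatest rise in VHL ΔPT and has Bmp4 lower. Bmp4 fell here by 0.60, and 0 of the 9 passed (limma; Skil at 0.79, the smallest adjusted p 0.0501), with ranks by rise from 205 for Prox1 to 1377 for Kl among 14437 genes. Library weights called Cxcl14, Prox1, Skil and Zbtb20, leaving out either VHL ΔPT/STZ library called these and Tfpi2, a filter at a mean of 50 called Prox1 and Skil, and rescaling called Skil.

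The paper's histone network has 17 genes, and 12 of them passed here in VHL ΔPT, not Uty, Kmt2d, Kmt2e, Arid5b or Baz2a. Library weights and leaving out either VHL ΔPT/STZ library called Arid5b, Baz2a, Kmt2d and Kmt2e, and a filter at a mean of 50, rescaling and leaving out con 2 called Baz2a and Kmt2d. In VHL ΔPT/STZ against con, 0 of the 17 passed (limma), and with a filter at a mean of 50 Arid4b, Ash1l, Kdm1b and Ogt did, and with rescaling Arid4b and Kdm1b.

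The paper names 6 genes as those that differ most between con/STZ and VHL ΔPT/STZ, and they are the 6 that pass in the authors' deposited table. Azgp1 is not among these, as its adjusted p-value there is above 1. Here 0 of them passed over all genes (limma): Ceacam2 stood at 3.93 (adjusted p = 0.108), Gm853 at 1.09 (0.260), Slc12a1 at -0.83 (0.608), Abca13 at -0.93 (0.669), Zbtb16 at -1.15 (0.783) and Ugt2b37 at 0.84 (0.816), each with the sign of its fold in the authors' deposited table. At an unadjusted p under 0.05, 2 were higher and 2 lower. A pseudocount of 10 called Ceacam2 (3.342, adjusted p = 0.047), as did leaving out con/STZ 2 (4.726, 0.013), and leaving out con 2 called Gm853 (0.0431). Against con, Slc12a1, Abca13 and Zbtb16 rose and Ceacam2 and Gm853 fell in con/STZ.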

Other observations

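The length trend as the whole cause of the con/STZ calls was among the tests chosen only after the result was seen. A bound of 50 percent by count was replaced after its result by 25 percent of the same genes, and the test of the VHL ΔPT calls in libraries not used to choose the genes replaced one whose outcome had been seen. The other tests in this part were written before their results.

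Of 16 genes of segments S1 and S2, 8 rose and Slc22a6 fell (10 and 1 adjusted over the list alone; adjusted p = 0.452 with an estimated correlation). The amino acid transporter gene Slc7a8 rose by 1.50 (standard error 0.21, adjusted p = 0.00306) and the lactate transporter gene Slc5a12 rose as well (standard error 0.22). Of 10 genes of segment S3, 3 rose and 4 fell (3 and 4 adjusted over the list alone; adjusted p = 0.753 with an estimated correlation), with the organic anion transporter gene Slc22a7 at -2.03 (standard error 0.49) and the amino acid transporter gene Slc7a13 at -1.04 (standard error 0.25). In VHL ΔPT, 1 gene of S1 and S2 rose (4 adjusted over the list alone; adjusted p = 0.422 with an estimated correlation) and 0 of S3 passed (limma; 1 at an unadjusted p under 0.05). The counts in VHL ΔPT/STZ were 1 (6 adjusted over the list alone; adjusted p = 0.503 with an estimated correlation) and 0 (4 at an unadjusted p under 0.05). Without con/STZ 1, Slc5a12 (adjusted p = 0.0555), Slc22a7 (0.133) and Slc7a13 (0.0635) did not pass in con/STZ, nor Slc7a13 without con/STZ 2 (0.109). Slc22a6 did not pass without con 1 (0.0562), con 2 (0.067), con/STZ 1 (0.0866) or con/STZ 2 (0.154). The 8 higher genes of S1 and S2 were 4 without con/STZ 1 or con/STZ 2 and 5 without con 3. The 3 higher and 4 lower genes of S3 were 0 and 0 without con/STZ 1, 0 and 1 without con/STZ 2 and 1 and 2 without con 2.

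Igha, the constant region gene of IgA, had a normalized count of 5966 ± 393 (SD, n = 3) in con, 1373 ± 131 (SD, n = 2) in con/STZ and 2670 ± 483 (SD, n = 2) in VHL ΔPT/STZ, and it fell by 2.12 (standard error 0.19) in con/STZ and by 1.17 in VHL ΔPT/STZ. The integrin gene Itgb7 of lymphocytes fell by 1.04 and 1.13. These calls in VHL ΔPT/STZ passed without VHL ΔPT/STZ 1 and with no other library left out (adjusted p = 0.0541 to 0.114 for Igha and 0.06 to 0.137 for Itgb7).

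The other lists gave these results in con/STZ, where the set test gave adjusted p = 0.424 or more with an estimated correlation in each. Of 15 genes of the collecting duct 6 rose (9 adjusted over the list alone), of 13 of podocytes 5, of 18 of the endothelium 2, of 15 of mesangium, fibroblasts and muscle 1, of 6 of the medulla 1 and of 6 of erythrocytes 1. Of 46 genes of ribosome biogenesis 16 fell, of 82 nuclear genes of oxidative phosphorylation 3 fell (1 adjusted over the list alone), whereas with gene length taken out 9 rose and 0 fell (limma; 3 lower at an unadjusted p under 0.05), and of 81 genes of cytosolic ribosomal proteins 9 fell (1 adjusted over the list alone; 1 rose and 1 fell with gene length taken out). Of 23 genes of cholesterol synthesis 3 rose and 2 fell, with Mvd at -0.69 (standard error 0.09, adjusted p = 0.00275), of 31 of autophagy 3 rose and 3 fell, of 15 of glycolysis 2 rose, of 7 of gluconeogenesis 1 fell (1 rose with gene length taken out), of 18 of the circadian clock 1 rose and of 17 immediate early genes 1 rose and 2 fell. Of 21 genes of tubular injury 1 rose and 2 fell (0 and 1 adjusted over the list alone), and of 24 interferon genes 1 fell (0 adjusted over the list alone). Lists of 6 genes of adrenal gland and fat, 5 genes of the X and Y chromosomes and 2 genes that vary with strain had 0 passing (limma; 1 strain gene at an unadjusted p under 0.05). Without con/STZ 1 and without con/STZ 2, the lower genes of ribosome biogenesis were 1 and 1 (9 without con 1, 8 without con 3, 10 without VHL ΔPT 1), of cytosolic ribosomal proteins 2 and 0 and of oxidative phosphorylation 1 and 0, and the higher genes of the collecting duct 2 and 0, of podocytes 2 and 2, of cholesterol synthesis 0 and 0 and of autophagy 0 and 0. Once gene length was taken out, the higher genes in con/STZ were 1 of podocytes, 5 of glycolysis, 1 of autophagy, 1 of cholesterol synthesis and 2 of the medulla, those of mesangium, fibroblasts and muscle 0 (limma; 2 at an unadjusted p under 0.05), and the lower genes of ribosome biogenesis 9. In VHL ΔPT, 1 gene each rose in the lists of the circadian clock, podocytes, endothelium, mesangium and medulla and fell in those of cholesterol synthesis, ribosome biogenesis and immediate early genes, and these calls ended without con 1, con 3, either VHL ΔPT library or either con/STZ library. Without con 2 those of the circadian clock (adjusted p = 0.0639 for Clock), cholesterol synthesis (0.0582 for Ebp) and immediate early genes (0.0528 for Klf2) ended too. For VHL ΔPT/STZ, 1 gene each rose in those of the circadian clock, podocytes, endothelium and medulla, and each call ended whichever library of con, VHL ΔPT or con/STZ was left out. The other lists of this paragraph had 0 passing in these 2 groups, with 45 lower genes of oxidative phosphorylation and 40 of cytosolic ribosomal proteins at an unadjusted p under 0.05 in VHL ΔPT (limma; 11 and 0 adjusted over the list alone).

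Long genes were higher and short genes lower in VHL ΔPT, con/STZ and VHL ΔPT/STZ than in con. Over genes called in no comparison, the change of the 3 groups against con correlated with log10 length at 0.379, and libraries of 1 group differed by up to 0.265 in this measure, so a length-dependent difference between libraries is a candidate explanation. As the whole cause of the con/STZ calls it is argued against by 1111 genes (49.14%) that were called both with and without the length correction. For VHL ΔPT limma called 0 genes after the correction, with a smallest adjusted p of 0.0575. The median change of 277 genes went from 0.749 (median standard error 0.136) to 0.489 (0.118). After the correction, 280 genes were chosen anew for the largest differences between 1 VHL ΔPT and 1 con library. In the other libraries they had a median change of 0.314 (0.147 to 0.444 over 6 choices, SD 0.132). The choices reuse the same libraries, so this SD is no standard error. The value argues against the trend that was removed as the whole cause of the VHL ΔPT differences. These are not the 280 genes called, for which the trend stays open. RNA quality, a batch of libraries and a change of long transcripts by diabetes or by Vhl deletion stay open, as untested.

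With the 9 libraries divided into 6 and 3 in each of 84 ways, 2 splits gave as many genes as con against the other 3 groups, that split (792) included. The count was 110 without con 3, 496 without con/STZ 1, 507 without con/STZ 2 and 0 with the replicate block (limma; 5318 genes at an unadjusted p under 0.05 without the block). The highest of the others was 882, with con/STZ 1, con/STZ 2 and VHL ΔPT/STZ 2 against the rest. The share of splits is under 0.05, so a count of 792 would be rare if all 9 libraries were interchangeable. The other splits mix groups that differ, so the splits cannot tell whether con itself sets the count. The split with 882 divides the STZ libraries, and with VHL ΔPT/STZ 1 in place of VHL ΔPT/STZ 2 it gave 0.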
